# Chilling acclimation provides immunity to stress by altering regulatory networks and inducing genes with protective functions in Cassava

**DOI:** 10.1186/s12870-014-0207-5

**Published:** 2014-08-05

**Authors:** Changying Zeng, Zheng Chen, Jing Xia, Kevin Zhang, Xin Chen, Yufei Zhou, Weiping Bo, Shun Song, Deli Deng, Xin Guo, Bin Wang, Junfei Zhou, Hai Peng, Wenquan Wang, Ming Peng, Weixiong Zhang

**Keywords:** Chilling acclimation, Chilling shock, Gene regulation, Cassava, Castor bean

## Abstract

**Background:**

Stress acclimation is an effective mechanism that plants acquired for adaption to dynamic environment. Even though generally considered to be sensitive to low temperature, Cassava, a major tropical crop, can be tolerant to much lower temperature after chilling acclimation. Improvement to chilling resistance could be beneficial to breeding. However, the underlying mechanism and the effects of chilling acclimation on chilling tolerance remain largely unexplored.

**Results:**

In order to understand the mechanism of chilling acclimation, we profiled and analyzed the transcriptome and microRNAome of Cassava, using high-throughput deep sequencing, across the normal condition, a moderate chilling stress (14°C), a harsh stress (4°C) after chilling acclimation (14°C), and a chilling shock from 24°C to 4°C. The results revealed that moderate stress and chilling shock triggered comparable degrees of transcriptional perturbation, and more importantly, about two thirds of differentially expressed genes reversed their expression from up-regulation to down-regulation or vice versa in response to hash stress after experiencing moderate stress. In addition, microRNAs played important roles in the process of this massive genetic circuitry rewiring. Furthermore, function analysis revealed that chilling acclimation helped the plant develop immunity to further harsh stress by exclusively inducing genes with function for nutrient reservation therefore providing protection, whereas chilling shock induced genes with function for viral reproduction therefore causing damage.

**Conclusions:**

Our study revealed, for the first time, the molecular basis of chilling acclimation, and showed potential regulation role of microRNA in chilling response and acclimation in Euphorbia.

## Background

Plants have developed complex defense systems to cope with and combat against harsh environmental stress. After environmental stress, e.g., chilly temperature, most plants gain or increase stress tolerance, resulting in stress acclimation [1],[2]. Chilling acclimation is a favorable trait that is critical for plant growth, reproduction and survival. It helps defeat various chilling-related catastrophic outcomes, such as growth retardation, chlorosis, necrosis, and yield reduction [3]. Chilling resistance can be further classified into above-zero temperature tolerance for tropical plants and sub-zero temperature tolerance for temperates [4].

Cold stress can be classified as chilling (<20°C) and freezing (<0°C) stress [5]. Tropical plants can be injured by above-zero chilling temperature; chilling-injured leaves may become purple or reddish and in some cases wilt [6]. Chilling responses of tropical plants has been documented: an oxidative signaling regulatory network triggers an early response to chilling stress in Japonica rice [7], and exogenous ABA can induce freezing tolerance in chilling sensitive rice seedlings [8]. Further, global expression profiling of chilling induced genes in the chilling tolerant Japonica rice suggests a role of ABA signaling in chilling tolerance [9]. Fatty acid desaturation of organelle membrane lipids related ACYL-LIPID DESATURASE2 is required for chilling and freezing tolerance in Arabidopsis [10]. A chloroplast-targeted protein complex stabilization related DnaJ protein contributes to maintenance of photosystem II under chilling stress in tomato [11].

Chilling response and chilling acclimation may alter gene regulatory circuitry [12]. However, the scale and mechanism of reprogramming of gene regulation as well as the molecular components involved remain to be investigated in important tropical crops, such as Cassava. Moreover, although small noncoding RNAs (sncRNAs), particularly microRNAs (miRNAs), have been recognized as essential post-transcriptional gene regulators in plant development and stress responses [12]–[14], their functions in chilling acclimation have not yet been well documented.

Most previous studies on chilling stress focus on model plants, typically *Arabidopsis* and rice, whereas little has been done on Euphorbia, a genus of tropical plants. Many Euphorbiaceous plants, e.g., Cassava and castor bean, are agri-economically important. Cassava (*Manihot esculenta*) is a major source of carbohydrates for over 500 million people in the developing countries in the tropics and sub-tropics [15]. It is also a major source of industrial material, for biofuel production for example [15],[16]. Cassava is remarkably tolerant to drought and low-fertility soils. However, it is sensitive to low temperature, and chilling injury often occurs in spring planting and autumn harvest seasons.

In this genome-wide study we analyzed transcriptome variations of Cassava plants in response to chilling and during chilling acclimation, aiming at elucidating gene regulatory networks underlying chilling acclimation. Specifically we compared the gene expression variations in responses to dramatic temperature decreases and during chilling acclimation in reference to the normal growth condition. We profiled the expression of protein-coding genes and sncRNA species using Next Generation (NextGen) sequencing. By analyzing more than 35.3 million sequencing reads from 4 mRNA libraries and 25.6 million reads from 4 sncRNA libraries, we identified differentially expressed mRNA and miRNA genes, from which we further identified and analyzed mRNA and miRNA genes that are critical to chilling acclimation.

## Results

### Exploring chilling response and acclimation in Cassava

We profiled the transcriptome and microRNAome of SC124, a widely planted Cassava cultivar in China. SC124 is sensitive to chilling and can be exploited to study chilling response and acclimation. The profiling experiments were carried out under three chilling stress treatments (detailed in Methods and illustrated in Additional file 1: Figure S1): 1) gradual *chilling acclimation* (CA) where plants grown in the normal condition of 24°C were stressed to 14°C; 2) *chilling* stress after *chilling acclimation* (CCA) where plants after 5 days of the CA treatment were transferred further from 14°C to 4°C; and 3) *chilling shock* (CS) where plants were experienced a dramatic temperature drop from 24°C to 4°C (see Methods for detail). For comparison, plants grown continuously under 24°C were used as the *normal control* (NC). Total RNA was extracted from three organs/tissues of the plants at the 6 h, 24 h and 5d of the corresponding stress treatments and the normal control in order to account for initial and secondary responses as well as functional adaption to chilling stresses.

Distinct symptoms of chilling stress of CS and CCA were observed at the end of these stress experiments (Additional file 1: Figure S1). The CCA treated plants were more chilling resistant than the CS treated plants at 4°C: fewer leaves wilted and more leaves stayed upright. Four physiological traits were measured to further evaluate the impact of chilling stress (Additional file 1: Figure S2). While there was no statistically significant changes in leaf falling (Additional file 1: Figure S2A), chlorophyll content only decreased in CS condition (Additional file 1: Figure S2B), malondialdehyde content (Additional file 1: Figure S2C) and leaf proline content (Additional file 1: Figure S2D) increased after one of the three chilling treatments. Malondialdehyde content was progressively elevated with the severity of stress, from CA, CCA to CS. Proline content exhibited different variation patterns. It increased the most under CS and had the least variation under CCA (Additional file 1: Figure S2D).

### Chilling stresses trigger significant transcriptome and microRNAome variations

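For the mRNA profiles, RNA from folded leaf, fully expanded leaf and roots harvested at 6 h, 24 h and 5 d was pooled into 1 library per condition, so the 4 libraries NC, CA, CCA and CS have no replicates and their differences have no replicate check. NC plants were held at 24°C, CA plants at 14°C, CCA plants were brought from 14°C to 4°C, and CS plants from 24°C to 4°C. Each library held short tags: cDNA was cut at its NlaIII sites, MmeI cut 17 bp from the site, and the tags were amplified in 15 PCR cycles before sequencing. The authors removed low-quality reads and adaptors, mapped the tags with Bowtie allowing 1 mismatch, and deposited for each of 34133 transcripts the reads scaled to the total of its library (CPM) and the upper-quartile normalized ratio. From these values the whole reads were recovered: 3009158 in NC, 11573485 in CA, 3689185 in CCA and 10963401 in CS. The 75th percentile that scales each library was 58 reads in NC, 297 in CA, 85 in CCA and 293 in CS. A transcript at CPM 10 thus had 30.1 reads in NC, 116 in CA, 36.9 in CCA and 110 in CS. The smallest share the depth could show, 3 reads of the library, was CPM 0.997 in NC, 0.259 in CA, 0.813 in CCA and 0.274 in CS. Intervals given with single values are 95% Wilson intervals of the share of reads, or limits from Clopper-Pearson intervals for ratios. They cover counting error only, and they assume independent reads. PCR reads without molecular identifiers are not independent molecules, so the intervals can be too narrow even for counting error. Transcripts were called expressed at a CPM of at least 10. They were called DE at a ratio of at least 4-fold when expressed in both libraries, or with a CPM under 10 in one library and over 40 in the other. Growth, physiology, small RNA and qRT-PCR measurements were not analysed here.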

In order to appreciate the impact of chilling stress, we profiled the expression of mRNA genes and small-noncoding RNA (sncRNA) species of SC124 after the CA, CCA and CS treatments as well as under the normal condition (NC) using Illumina GAIIx (see Methods, sequencing data in NCBI/GEO, accession # GSE52178). Overall ~33 million (>90%) of raw sequencing reads from mRNA genes, or RNA-seq reads, were high-quality (or qualified) reads, among which more than 80% could be mapped to the Cassava reference genome (http://phytozome.net) allowing one mismatch (Additional file 1: Table S1). 

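The reads recovered from the deposited CPM values sum to 29235229 over the 4 libraries, the total that Table S1 lists as mapped reads. Against the qualified reads that Table S1 lists, the mapped share was 82.1% in NC, 85.5% in CA, 75.5% in CCA and 82.4% in CS, or 82.6% over all 4 libraries. From the read numbers of the same table, 35386587 of 36732065 raw reads were qualified, which gives 96.3% overall, 95.9% in NC, 96.9% in CA, 95.6% in CCA and 96.2% in CS. The CA library was the deepest, and NC and CCA were the 2 shallowest. Of the 34133 transcripts, 2759 had 0 reads in NC, against 275 in CA, 906 in CCA and 209 in CS.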

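With a CPM of at least 10, 12689 transcripts were expressed in NC, 16023 in CA, 15144 in CCA and 17026 in CS. Relative to the 34133 transcripts with deposited values, these were 37.2%, 46.9%, 44.4% and 49.9%. The choice of threshold moved these numbers most: at a CPM of at least 20 they were 8243, 10459, 9588 and 10809. With the reads of every library thinned at random to the 3009158 reads of NC, they were 12689, 15892, 14941 and 16897 (means of 20 draws).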

With the criterion of at least 10 reads per million (RPM, see Methods), the mapped reads attributed to 12,689 (37.16% of the 34,151 annotated Cassava mRNA genes), 16,023 (46.92%), 15,144 (44.34%) and 17,026 (49.85%) mRNA genes expressed under the NC, CA, CCA, and CS conditions, respectively (Figure 1A and Additional file 1: Table S1). Comparing the numbers of these expressed genes showed that at least 19% more genes were expressed in any of the three chilling treatments than in the normal condition.

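Relative to the 12689 transcripts expressed in NC, the number expressed was 26.3% higher in CA, 19.3% higher in CCA and 34.2% higher in CS. The reads were also spread more evenly over transcripts in the chilling libraries. The 100 transcripts with the most reads took 25.4% of the reads in NC, 15.0% in CA, 15.2% in CCA and 13.0% in CS. The single most abundant transcript of NC, cassava4.1_020863m, had a CPM of 36202, or 3.62% of the library.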

**Figure 1:**
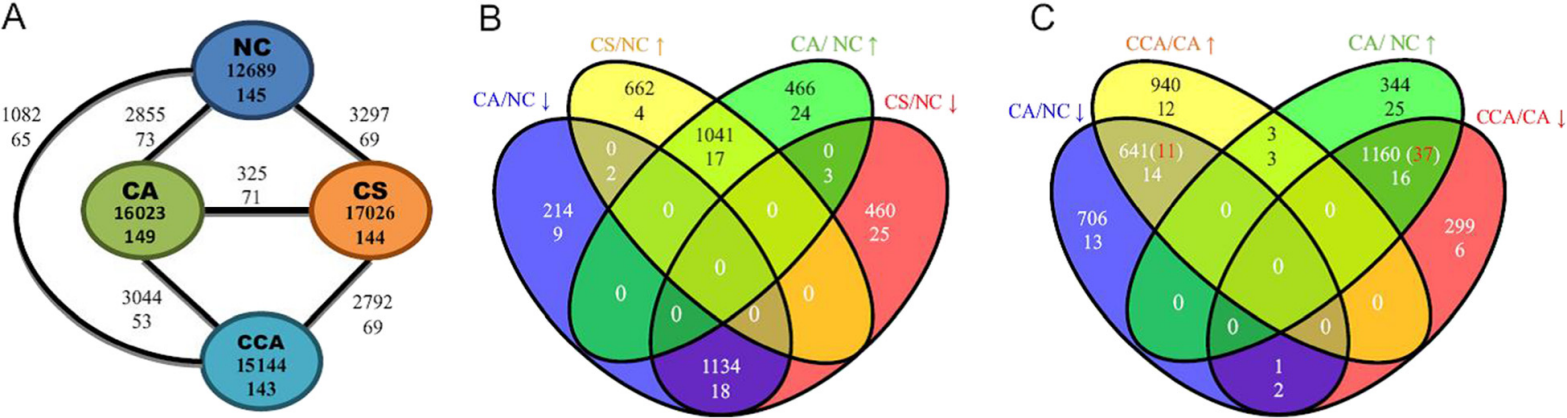
**Results of transcriptome and microRNAome profiling and their variations across the normal condition (NC) and the three chilling stress treatments – chilling shock (CS), chilling acclimation (CA) and chilling after chilling acclimation (CCA). (A)** The numbers of expressed and differentially expressed (DE) genes and miRNAs across the four conditions. The two numbers in an oval are the numbers of expressed genes (the first line) and miRNAs (the second line). The two numbers on an edge are the numbers of DE genes and DE miRNAs between two conditions. **(B)** Relationship between the up- and down-regulated genes and that of miRNAs of CS and CA with respect to NC. The two numbers within a region are the numbers of DE genes (the first line) and miRNAs (the second line). The figure shows a substantial overlapping between the up-regulated genes (and miRNAs) and overlapping between the down-regulated genes (and miRNAs) of CS and CA. **(C)** Similar to **(B)**; relationship between the up- and down-regulated genes and that of miRNAs when going from NC to AC and then from AC to ACC. The figure shows a little overlapping between the up-regulated genes (and miRNAs) and overlapping between the down-regulated genes (and miRNAs) in the comparison.

Correspondingly, four small-RNA libraries for the NC, CA, CCA and CS conditions contributed more than 25.6 million raw small-RNA sequencing reads (see Methods, sequencing data in NCBI/GEO, accession # GSE52178), among which 23,468,606 (>91% of the total) were adapter-trimmed, high-quality reads (qualified reads, Additional file 1: Table S2A). Among the qualified reads, which had lengths peaked at 21- and 24-nt, 53.40% and 73.18% could be mapped to the Cassava reference genome allowing zero and one mismatch (Additional file 1: Figure S3 and Tables S2B and S2C), respectively. Based on a set of stringent criteria (see Methods), 61 novel miRNAs from 46 miRNA families were identified. In the total of 154 (93 known and 61 novel and newly annotated) miRNAs that were detected, 145, 149, 143 and 144 were expressed in the NC, CA, CCA, and CS conditions, respectively (Figure 1A).

### Severe and moderate stresses had comparable impact on transcriptome and microRNAome

Among the three stress treatments, chilling shock (CS) perturbed the transcriptome the most as it triggered the largest number of genes to express and had the largest number of differentially expressed (DE) genes, detected by two stringent criteria (see Methods), with respect to the normal condition (NC) (Additional file 1: Table S1 and Figure 1A). 

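In CS vs NC, 3297 transcripts were DE, of which 1703 were up-regulated and 1594 down-regulated. The ratio of at least 4-fold between transcripts expressed in both libraries gave 1562 of them, and the criterion of CPM under 10 against over 40 gave the other 1735. The DE genes were 16.8% of the 19580 transcripts expressed in at least 1 of the 2 libraries. The size of the change asked for moved the number most among the alternatives set in advance. A 2-fold change, with a CPM over 20 in place of over 40 in the other criterion, gave 9201 DE genes in CS vs NC, and an 8-fold change, with a CPM over 80, gave 1015. A 2-fold or 8-fold change has this meaning throughout. A two-sided Fisher's exact test on the reads, which compares those libraries, not the conditions, cannot narrow these calls, because the criteria already ask for enough reads to pass it. Used alone, an alternative chosen after seeing the data, it gave 23198 transcripts with an adjusted p under 0.05.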

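In CA vs NC, 2855 transcripts were DE, 1507 up-regulated and 1348 down-regulated. Of these, 1322 passed the ratio of at least 4-fold in both expressed libraries and 1533 passed the criterion of CPM under 10 against over 40. They were 15.3% of the 18692 transcripts expressed in NC or CA. The order of CS, CA and then CCA in the number of DE genes held under the 10 alternatives, chosen in advance, that could change these counts.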

The mild chilling stress, chilling acclimation (CA), came in the second.

Although CA and CS reached very different temperature – the former at 14°C whereas the latter at 4°C – the amount and extent of transcriptome variations that they had induced seemed to be comparable in terms of both expressed and differentially expressed genes. Furthermore, there was only a strikingly small difference between the perturbed transcriptomes they induced. 

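CS had 1.15 times as many DE genes as CA with respect to NC. This ratio ranged from 1.09 with a 2-fold change to 1.22 with an 8-fold change across the 10 alternatives chosen in advance, and was 1.07 with Fisher's exact test alone. Up-regulated genes numbered 1507 in CA and 1703 in CS, and down-regulated genes 1348 in CA and 1594 in CS. The numbers expressed were 16023 and 17026. The CA and CS libraries were also close in depth, at 11573485 and 10963401 reads.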

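Across all 34133 transcripts, which are not independent replicates, Pearson's r of log2(CPM + 1) was 0.928 between CA and CS, with a Spearman's rho of 0.928. The next closest libraries were NC and CCA, with an r of 0.872. The other 4 pairs had an r of 0.663 for NC and CA, 0.626 for NC and CS, 0.645 for CA and CCA, and 0.656 for CCA and CS. Restricting the correlation to the 21700 transcripts with a CPM of at least 10 in any library moved the values most, to 0.882 for CA and CS, 0.800 for NC and CCA, and 0.343 for CA and CCA. The closest libraries were also those of similar depth. After thinning every library to the depth of NC, the r of CA and CS was 0.914 and that of NC and CCA was 0.870.

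**Figure D1:**
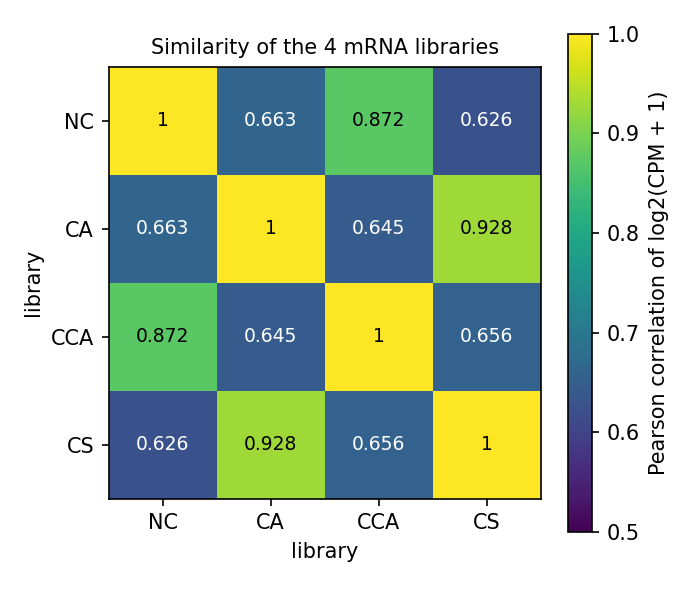
Pearson's r of log2(CPM + 1) across 34133 transcripts for each pair of the 4 libraries (NC, CA, CCA and CS on both axes, 1 library per condition). CA and CS have an r of 0.928 and NC and CCA an r of 0.872, while the other 4 pairs lie between 0.626 and 0.663.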

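Of the 2855 DE genes of CA and the 3297 of CS, 2175 were DE in both with the same direction, 1041 up-regulated and 1134 down-regulated. They were 76.2% of the DE genes of CA and 66.0% of those of CS. Another 680 were DE only in CA (466 up-regulated and 214 down-regulated) and 1122 only in CS (662 and 460). The share of the DE genes of CA that were common ranged from 64.9%, when only transcripts expressed in both libraries were called, to 81.4% with a 2-fold change. Both comparisons use the same NC library. Any deviation of that library, and not only its counting error, entered both and could raise the common share.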

Among the 2,855 and 3,297 DE genes of CA and CS in reference to NC, respectively, 2,175 (1,134 plus 1,041 in Figure 1B, 76.2% in CA and 66.0% in CS) were common. More specifically, among these DE genes, 62.72% (1,134 out of 1,808) were down-regulated and 47.99% (1,041 out of 2,169) were up-regulated along the same direction in CA vs NC and CS vs NC. 

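Up-regulated genes of CA or CS numbered 2169, of which the 1041 common ones were 48.0%. Down-regulated genes of CA or CS numbered 1808, of which the 1134 common ones were 62.7%. Among transcripts expressed in both NC and CA, the largest rise was that of cassava4.1_019294m, with a log2 ratio of 8.44 and a CPM going from 20.9 to 9673. The largest fall was that of cassava4.1_020863m, with a log2 ratio of -7.00 and a CPM going from 36202 to 376. Both were DE in the same direction in CS vs NC.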

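None of the 2855 DE genes of CA and 3297 of CS had opposite directions in the 2 comparisons. The number stayed at 0 under 8 of the 10 alternatives. With a 2-fold change, 10 transcripts had opposite directions among 8470 and 9201 DE genes. With no expression filter and a pseudocount of 1, 1 transcript did. The NC library shared by both comparisons works against opposite directions.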

Nonetheless, none of these DE genes were regulated in the opposite directions under the mild and severe chilling treatments (Figure 1B). 

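Between CS and CA, 325 transcripts were DE, 216 higher in CS and 109 higher in CA, which were 1.77% of the 18343 transcripts expressed in either library. Of these, 253 were expressed in both libraries with a ratio of at least 4-fold and 72 passed the other criterion. A 2-fold change raised the number to 2391 and an 8-fold change lowered it to 47. Two-sided Fisher's exact tests on the reads alone, an alternative chosen after seeing the data, gave 18475 transcripts with an adjusted p under 0.05.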

In concordance, only 325 genes were DE between the CA and CS treatments (Figure 1A), further reflected by the similar expression patterns of the DE genes in CA and CS (Additional file 1: Figure S4). Furthermore, the microRNAome variations caused by CA and CS, reflected by the DE miRNAs, were in concordance with that of transcriptome variations. A large portion of DE miRNAs of CA and CS were in common; in particular, 34.0% (17 out of 50) up-regulated miRNAs were shared by CA and CS, and 31.5% (18 out of 57) down-regulated miRNAs were common to CA and CS. It is important to note that neither DE mRNA genes nor DE miRNAs reversed their expression from up-regulation to down-regulation or vice versa between the CS and CA treatments (Figure 1B).

These results on transcriptome variation were confirmed by a functional enrichment analysis; the two chilling treatments perturbed biological processes of similar functions (Additional file 2: Table S3A). 

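The GO terms and gene lists are those of Table S3, and the enrichment was not computed again here because GO annotation was not used here. Lists longer than 21 genes are given in that table only up to the name at position 21. Every readable gene of the terms examined was DE in its comparison. The 15 photosynthesis genes of CA vs NC held 3 up-regulated and 12 down-regulated genes, with a median log2 ratio of -2.59. This median was at percentile 16.6 of 10000 random lists of DE genes of the same size and matched on mean expression. Such lists mix up- and down-regulated genes, so a percentile of the median hardly measures how many genes share a direction. With a pseudocount of 10 the median was -1.88, the largest move. Of the 29 photosynthesis genes of CS vs NC, the 21 that could be read were all down-regulated. The first 21 of the 94 translation genes of CA vs NC held 11 up-regulated and 10 down-regulated genes, as did the first 21 of the 84 of CS vs NC.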

Most of the enriched biological processes of the DE genes of CS and CA with respect to NC were in common, which included translation (GO:0006412, FDR < 1.16x10^−06^), photosynthesis (GO:0015979, FDR < 0.0162), L-serine metabolic process (GO:0006563, FDR < 0.0517) and various other metabolic processes. It is not surprising to observe that the two sets of DE genes share common enriched biological processes, because more than half of these genes were in common. Indeed, translation (FDR < 1.97x10^−08^), photosynthesis (FDR < 0.0244), and L-serine metabolic process (FDR < 0.0244) are also enriched in these 2,175 common DE genes (Additional file 2: Table S3B). Nevertheless, the stress-specific DE genes, i.e., DE genes that were specific to CA vs NC (680 out of 2,855) and that specific to CS vs NC (1,122 out of 3,297), were also enriched with the same biological processes as the commonly shared DE genes. 

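Among the 2175 common DE genes, the 12 photosynthesis genes were all down-regulated in both treatments. Their median log2 ratio was -2.65 in CA, at percentile 35.3 of matched lists drawn from the common DE genes, and -4.00 in CS, at percentile 1.14. These percentiles concern the size of the median and hardly reflect that all 12 shared a direction. The 5 genes of L-serine metabolic process held 1 up-regulated and 4 down-regulated genes, with a median log2 ratio of -2.69 in CA (percentile 36.6) and -3.95 in CS (percentile 8.39). The first 21 of the 67 common translation genes were all down-regulated in both CA and CS; the order in which the table lists them is not stated, so these 21 do not stand for the rest.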

For example, translation (FDR < 3.84x10^−05^) was enriched in the DE genes specific to CA vs NC and photosynthesis (FDR < 3.72x10^−09^) was enriched in the DE genes specific to CS vs NC (Additional file 2: Table S3B). 

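The 17 photosynthesis genes among the 1122 DE genes specific to CS were all down-regulated in CS vs NC. Their median log2 ratio was -2.58, at percentile 5.39 of matched lists drawn from the CS-specific DE genes. Of the 27 translation genes among the 680 DE genes specific to CA, the first 21 listed held 13 up-regulated and 8 down-regulated genes in CA vs NC. From the biological processes enriched in the DE genes of both treatments, in the common DE genes and in the specific ones, the paper proposes that CA and CS perturbed similar biological processes.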

In short, these results suggested that CA and CS perturbed similar biological processes.

### Chilling after chilling acclimation reversed the expression of a large portion of DE genes

In stark contrast, chilling stress after chilling acclimation (CCA) altered the transcriptome the least among the three stress treatments despite that it ultimately reached 4°C as CS did. 

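In CCA vs NC, 1082 transcripts were DE, 691 up-regulated and 391 down-regulated, which were 6.65% of the 16264 transcripts expressed in either library. Of these, 679 passed the ratio of at least 4-fold in both expressed libraries and 403 the criterion of CPM under 10 against over 40. NC and CCA were the 2 shallowest libraries. With every library thinned to the depth of NC, the number was 1077, against 2879 for CA vs NC and 3306 for CS vs NC (means of 20 draws). Among transcripts expressed in both libraries, the largest changes were a log2 ratio of 6.37 for cassava4.1_020785m and -5.23 for cassava4.1_012384m.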

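The 1082 DE genes of CCA were 37.9% of the number in CA and 32.8% of the number in CS. Without the expression filter and with a pseudocount of 1, CCA had 2377 DE genes against 7310 in CA and 8482 in CS. With only the transcripts expressed in both libraries, the numbers were 679, 1322 and 1562.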

Surprisingly, the number of DE genes of CCA with respect to NC was approximately one third of that of CS or CA (Figure 1A and B). Further, 2,792 genes were DE between CCA and CS and 3,044 genes were DE between CCA and CA, which are eight times more than the 325 DE genes between CS and CA (Figure 1A).

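Between CS and CCA, 2792 transcripts were DE, 1364 higher in CS and 1428 higher in CCA, or 13.6% of the 20463 transcripts expressed in either library. Between CCA and CA, 3044 were DE, 1584 higher in CCA and 1460 higher in CA, or 15.2% of 19966. These numbers were 8.59 and 9.37 times the 325 between CS and CA. The first of these ratios ranged from 3.60 with a 2-fold change to 17.6 with an 8-fold change, and the second from 3.64 to 20.5 under the same alternatives. With Fisher's exact test alone, chosen after seeing the data, 22446 and 22354 transcripts differed against 18475 between CS and CA, and both ratios were 1.21. The number passing this test depends on depth. The CCA library was shallower than CA and CS, so these ratios do not compare the pairs at equal depth.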

In order to appreciate the role that chilling acclimation plays in stress response, we compared the DE genes and DE miRNAs of CA and CCA. A total of 2,855 and 1,082 genes were DE in CA and CCA with respect to NC, respectively. This more than 2.6 fold difference between the two sets of DE genes alluded to a genome-wide transcriptome alteration after stress acclimation in that harsh stress after chilling acclimation reversed the transcriptome changes triggered by the moderate chilling stress. Indeed, the expressions of about two thirds of the up- or down-regulated genes in CA with respect to NC were, respectively, reversed to down- or up-regulated in CCA with respect to CA (Figure 1C). 

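Of the 2855 DE genes of CA vs NC, 301 were also DE in CCA vs NC. By direction, CA had 1507 up-regulated and 1348 down-regulated genes, and CCA had 691 and 391.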

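CA had 2.64 times as many DE genes as CCA with respect to NC. Across the 10 alternatives chosen in advance the ratio ranged from 1.95, when only transcripts expressed in both libraries were called, to 3.08, with no expression filter and a pseudocount of 1. After thinning the reads to equal depth it was 2.67. With Fisher's exact test alone, chosen after seeing the data and not run at equal depth, it was 1.77.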

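Of the 2855 DE genes of CA vs NC, 1801 were DE in the opposite direction in CCA vs CA, or 63.1%. The CA library enters both ratios. With its reads divided at random into 2 parts, 1 for each comparison, the number was 1762 (mean of 20 draws). Both parts came from the same library, so the division separates counting error only. Any other deviation of that library stays in both ratios. The definition of DE moved the share most, to 45.3% when only transcripts expressed in both libraries were called. Of the 1801 reversed genes, 1756, or 97.5%, were not DE in CCA vs NC, and 45 were. The same count with the CS library in place of CA, although no plants passed from CS to CCA, gave 1857 reversed genes, or 56.3% of the 3297 DE genes of CS, and 1289 genes were in both sets. The paper's reading gives such a number too, if CCA plants returned toward NC and CA and CS plants responded alike. From the difference in numbers and the reversed directions, the paper proposes that harsh stress after chilling acclimation reversed the transcriptome changes triggered by the moderate chilling stress. From these changes, those of the miRNAs and the milder symptoms of CCA than of CS plants, it makes a further proposal. In it, the acclimated plants recovered part of the perturbation and were better adapted to 4°C.

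**Figure D2:**
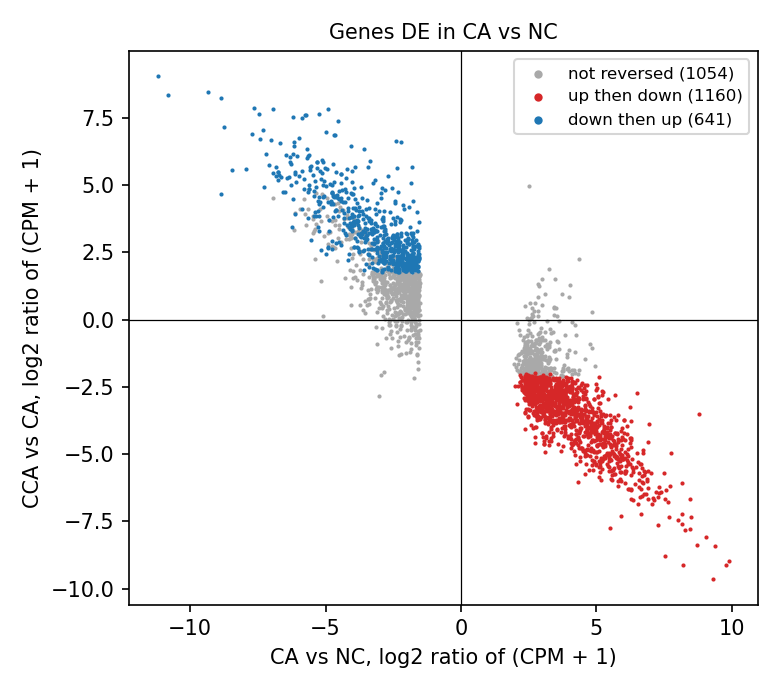
Log2 ratio of CPM + 1 in CA vs NC (horizontal axis) against that in CCA vs CA (vertical axis), 1 point for each of the 2855 DE genes of CA vs NC. The 1160 genes up-regulated and then down-regulated are red, the 641 down-regulated and then up-regulated are blue, and the 1054 that were not reversed are grey.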

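Of the 1507 up-regulated genes of CA vs NC, 1160, or 77.0%, were down-regulated in CCA vs CA. Of the 1348 down-regulated genes, 641, or 47.6%, were up-regulated. Of the up-regulated genes of CA vs NC, 22.8% were not DE in CCA vs CA, and of the down-regulated genes, 52.4% were not. The comparison of CCA with CA also had 940 up-regulated and 299 down-regulated genes that were not DE in CA vs NC. Among the DE genes of CA vs NC that were not reversed, 798 were also not DE in CCA vs NC.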

Among the 1,507 up-regulated genes after the initial temperature decrease from the normal condition to CA at 14°C, 1,160 (77.0%) changed to down-regulated when going from CA to CCA at 4°C; likewise, among the 1,348 down-regulated genes after going from NC to CA, 641 (47.6%) genes reversed to up-regulated after going from CA to CCA (Figure 1C). In contrast, even though the temperature kept decreasing from CA to CCA, only 1 down-regulated gene was further down-regulated and 3 up-regulated genes were further up-regulated (Figure 1C).

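In CCA vs CA, 3 of the up-regulated genes of CA vs NC were further up-regulated and 1 of the down-regulated genes was further down-regulated. These 4 genes compare with the 1801 reversed ones.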

Interestingly, miRNAs might be responsible for the reversion of some of the DE genes to their original expression levels. Specifically, 14 and 16 (87.5%) miRNAs that were down- and up-regulated from NC to CA reversed, respectively, to up- and down-regulation going from CA to CCA; furthermore, 37.0% (30 out of 81) of the DE miRNAs reversed their expression directions (Figure 1C). Importantly, these 30 DE miRNAs targeted 1,198 mRNA genes, among which 48 were DE and reversed their expression directions going from NC to CA and to CCA (Figures 1C and Additional file 1: Figure S5 and Additional file 3: Table S4). This observation suggested that 48 mRNAs with the reversed expression levels might be negatively regulated by the 30 DE miRNAs, which also have reversed expression patterns. 

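Table S4 lists 48 transcripts, and each was DE and reversed in the deposited values. Of these, 37 were up-regulated in CA vs NC and down-regulated in CCA vs CA, and 11 changed the other way. The median ratio of the 37 in CA vs NC was 13.4-fold, and that of the 11 was a 9.25-fold decrease. In CCA vs NC, 47 of the 48 were not DE. Across all 48, the DE transcript included, the median log2 ratio was 0.29, with a range from -1.04 to 2.01. NC had fewer than 10 reads for 13 of the 48, so their ratios to NC have wide counting errors.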

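The 7 genes of superoxide metabolic process among the 1801 reversed genes were all down-regulated in CA vs NC, with a median log2 ratio of -2.73, and all up-regulated in CCA vs CA, with a median of 2.73. These medians were at percentiles 6.31 and 93.6 of matched lists drawn from the reversed genes. The first 21 of the 70 translation genes listed were likewise all down-regulated and then up-regulated. The order of that list is not stated, so these 21 do not stand for the rest. Ubiquitin 6 and ribosomal protein L11, which the paper names among the reversed genes related to translation, changed the other way. The 4 mismatch repair genes held 3 that were up-regulated in CA vs NC and 1 that was down-regulated, with a median log2 ratio of 3.13 (percentile 75.8). Their median in CCA vs CA was -2.69 (percentile 32.8).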

The 1,801 (641 plus 1,160) reversely regulated DE genes in the treatments from NC to CA and then from CA to CCA have enriched biological processes such as translation (FDR < 3.69x10-15), superoxide metabolic process (FDR < 0.0052), and mismatch repair (FDR < 0.061) (Additional file 2: Table S3C). We experimentally tested 4 of the reversely regulated genes related to translation (ribosomal protein L11, ubiquitin 6, ribosomal protein L31e, and zinc-binding ribosomal protein) using qRT-PCR (see Methods). 

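Ubiquitin 6 (cassava4.1_018150m) had 1 read in NC, 5330 in CA and 4 in CCA. Its CPM was 0.332 in NC (95% interval 0.0587 to 1.88), 461 in CA (448 to 473) and 1.08 in CCA (0.422 to 2.79). The log2 ratio was 10.02 in CA vs NC (7.54 to 15.33) and -8.57 in CCA vs CA (-10.45 to -7.22). Ribosomal protein L11 (cassava4.1_017802m) had 0 reads in NC, 2323 in CA and 3 in CCA. Its observed CPM in NC was thus 0, with a 95% interval of 0 to 1.28 that spans the 0.997 that the depth can show. In CA its CPM was 201 (193 to 209). With 0 reads in NC there is no ratio for CA vs NC, only a lower limit of 6.94 on the log2 scale. In CCA vs CA its log2 ratio was -7.79 (-10.07 to -6.24). Ribosomal protein L31e (cassava4.1_019383m) had a CPM of 107 in NC, 4.67 in CA and 218 in CCA, with log2 ratios of -4.93 (-5.38 to -4.51) and 5.7 (5.30 to 6.12). The zinc-binding ribosomal protein (cassava4.1_020116m) had a CPM of 44.5 in NC, 0.778 in CA and 40.9 in CCA, with log2 ratios of -6.25 (-7.41 to -5.28) and 5.87 (4.91 to 7.03).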

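All 4 genes met the criteria of DE in both comparisons, CA vs NC and CCA vs CA, with opposite directions. None of the 4 was DE in CCA vs NC. There the log2 ratio was 1.45 for ubiquitin 6, where 1 read in NC and 4 in CCA could not show a difference, 0.77 for ribosomal protein L31e and -0.38 for the zinc-binding ribosomal protein. For ribosomal protein L11 the 3 reads in CCA were at the floor of the depth. A pseudocount of 10 lowered the log2 ratio of ubiquitin 6 in CA vs NC from 10.02 to 5.51, and kept its direction.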

The reversed expression patterns of these 4 translation-related genes are consistent with the RNA-seq data and can be confirmed by qRT-PCR assay both under CA/NC and under CCA/CA in the corresponding regulation direction regardless of the magnitude (Figure 2A and B).

**Figure 2:**
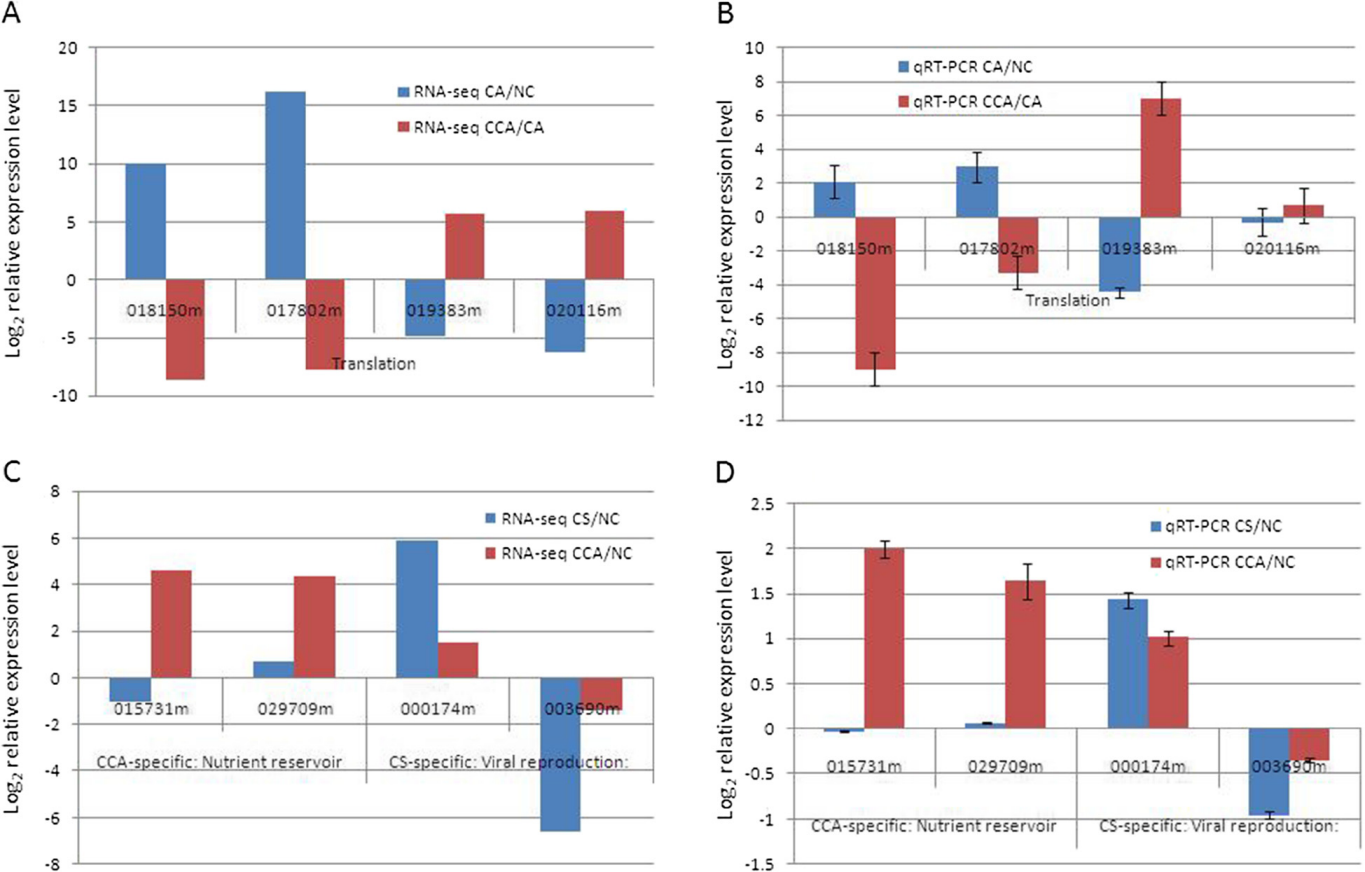
**Experiment validation of reversely expressed genes from CA/NC to CCA/CA and differentially expressed genes specific to CCA or CS.** The reversed expression patterns of four translation-related genes are firstly shown in **(A)** RNA-Seq data and are then confirmed by **(B)** qRT-PCR. The expression patterns of genes, which are associated with nutrient reservoir specific to CCA and which are associated with viral reproduction specific to CS are shown in **(C)** RNA-Seq data and are then confirmed by **(D)** qRT-PCR. We remove the prefix of gene names for simplicity; e.g. “018150 m” is short for “Cassava4.1_018150m”. The expression level of each gene is averaged among three replicates and is normalized by Cassava actin gene in the qRT-PCR assay. The y-axis indicates the relative expression level of a gene in a given condition with respect to the normal control (NC) in log scale. (*Gene list*, 018150 m: ubiquitin 6, 017802 m: ribosomal protein L11 family protein; 019383 m: ribosomal protein L31e family protein; 020116 m: zinc-binding ribosomal protein family protein; 015731 m and 029709 m: RmlC-like cupins superfamily protein; 000174 m: unknown protein; 003690 m: ROP interactive partner 3).

### Chilling acclimation prepared the plant to fend off adverse effects of further stress

The significant transcriptome and microRNAome changes, which reversed most DE genes and a substantial number of miRNAs in chilling after chilling acclimation, were in concordance with the mild symptoms of chilling stress of CCA in comparison with the symptom of CS (Additional file 1: Figure S1). This suggested that as the temperature further decreased to 4°C after the initial moderate stress, the plant was able to better adapt to further harsh stress and effectively recover some of the perturbation to biological processes or pathways that had been altered. In other words, stress acclimation (i.e., CA) helped the plant develop a kind of immunity against adverse impact of chilliness at 4°C. Moreover, miRNAs played a role in this process by regulating the expression of some mRNA genes.

A direct comparison between the transcriptomes of and the biological processes affected by CCA and CS further confirmed our observation. 

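CCA and CS libraries had a Pearson's r of 0.656 and a Spearman's rho of 0.649 across 34133 transcripts, which are not independent replicates. CCA was closer to NC, with a rho of 0.875, than to CS. CS was closer to CA, with a rho of 0.928. In 103 transcripts both CCA and CS were at least 4-fold above both NC and CA, and in 3 transcripts both were below, with a CPM of at least 10 in the 2 higher libraries. By the same measure, 1794 transcripts were higher in CA and CS than in NC and CCA, and 1131 were lower.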

Even though both the CCA and CS treatments reached the same temperature of 4°C, plants that had experienced chilling acclimation at CCA exhibited drastically different transcriptome from plants that had subjected to CS. 

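The 3297 DE genes of CS were 3.05 times the 1082 of CCA with respect to NC. The ratio was 3.07 after thinning the libraries to equal depth, and ranged from 2.15 with a 2-fold change to 3.57 with no expression filter and a pseudocount of 1. With Fisher's exact test alone, chosen after seeing the data and not run at equal depth, it was 1.90.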

Similar to the difference between CA and CCA, there was also a huge, more than 3.0 fold, disparity between the number of DE genes of CCA (i.e.,1,082 genes) and that of CS (i.e., 3,297 genes) with respect to NC (Figure 1A). Only 446 of these DE genes were common in both chilling treatments, while 57.8% (625 out of 1,082) of them were specifically DE in CCA vs NC and 86.1% (2,840 out of 3,297) of them were specifically DE in CS vs NC (Figure 3A). This indicated that the degree of transcriptome perturbation due to CCA and CS were substantially different. 

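The DE genes that CCA and CS shared in the same direction numbered 446, 195 up-regulated and 251 down-regulated. They were 41.2% of the DE genes of CCA and 13.5% of those of CS. Of the DE genes of CCA, 625 (57.8%) were not DE in CS, 488 up-regulated and 137 down-regulated. Of those of CS, 2840 (86.1%) were not DE in CCA, 1505 up-regulated and 1335 down-regulated. Another 11 transcripts were DE in both but in opposite directions, 8 up-regulated in CCA and 3 up-regulated in CS. In all 3 treatments, 261 transcripts were DE with respect to NC. The shared number was 2376 with a 2-fold change and 76 with an 8-fold change.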

The functions of the two sets of DE genes for CCA and CS helped reveal the different biological functions of the common and condition-specific genes (Figure 3B). As expected, many biological processes, such as metabolic process and responsive to stimulus, were perturbed under both chilling conditions since 446 DE genes were common to both CCA and CS (Additional file 2: Table S3A and Figure 3A). However, 8 biological processes (i.e. anatomical structure formation, cellular component biogenesis and organization, death, developmental process, multi-organismal process, multicellular organismal process and reproductive process) were not present in the common genes but exclusively appeared in the CCA/CS specific genes. These genes function in 4 different cellular components (envelope, extracellular region, extracellular region part, and membrane-enclosed lumen). The 8 biological processes, which were either associated with the anabolic, growth-promoting state or the catabolic, growth-suppressing state, play a key role in leading Cassava to distinct responses under the CCA and CS treatments. The cellular components of these CCA/CS specific DE genes are closely related to membrane rigidification caused by chilling stress.

**Figure 3:**
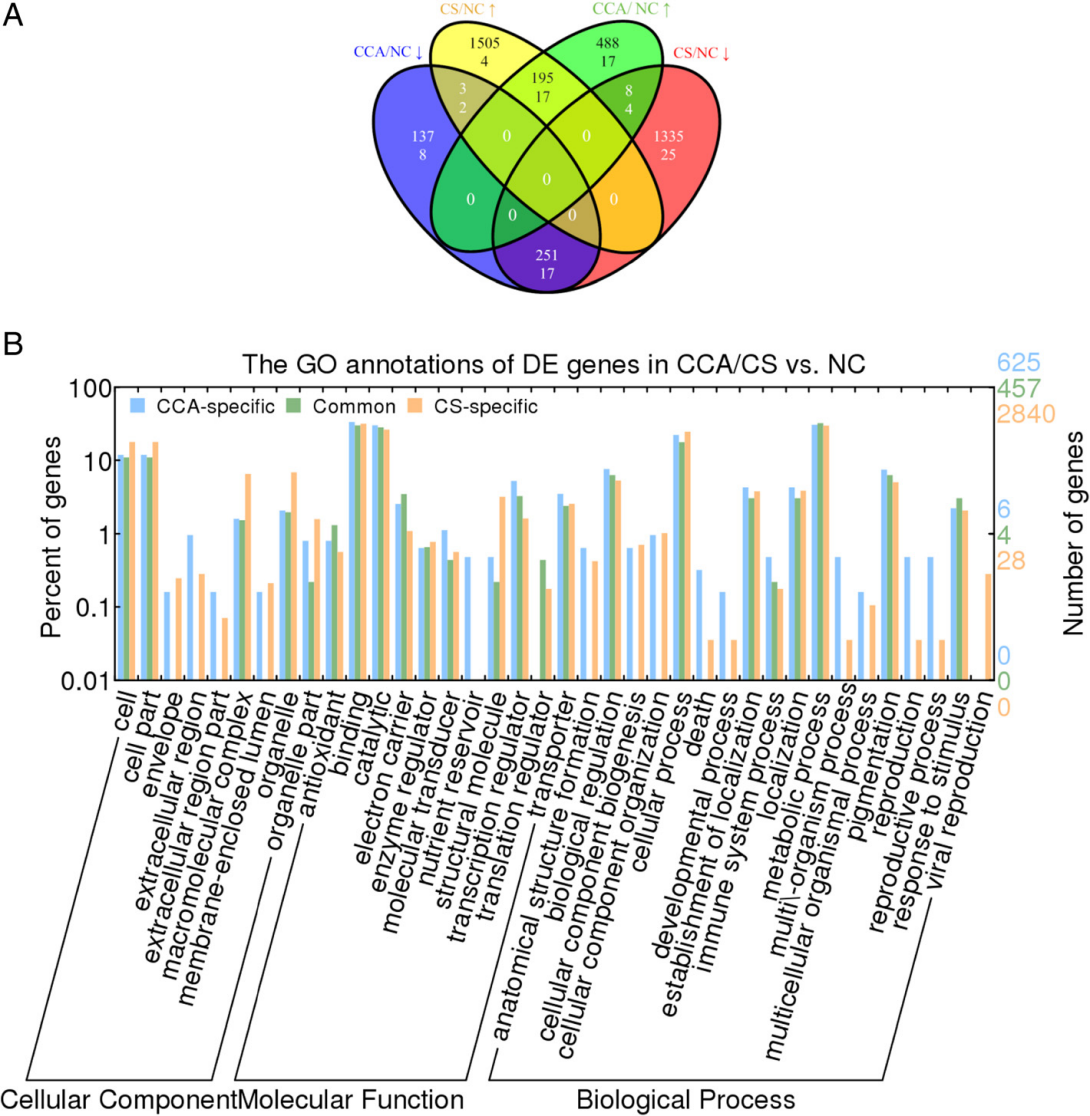
**Common and distinct functions of DE genes in CCA and CS with respect to NC. (A)** Relationship between the up- and down-regulated genes and that of the DE mRNAs in CS and CCA with respect to NC. The two numbers within a region are the numbers of DE genes (the first line) and miRNAs (the second line). **(B)** Biological processes, molecular functions and cellular components that were affected by the DE genes of CCA and CS. The function of nutrient reservoir function is exclusively associated with some of the DE genes of CCA, whereas the process of viral reproduction is exclusively associated with some of the DE genes of CS.

In addition, one molecular function was specific to DE genes in CCA and one biological process was specific to CS (Figure 3B). The term nutrient reservoir was only present in DE genes in CCA condition, suggesting their possible protective activities in plants undergone chilling acclimation. 

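Transcript cassava4.1_015731m had 22 reads in NC and 149 in CCA, a CPM of 7.31 (95% interval 4.83 to 11.1) and 40.4 (34.4 to 47.4). Transcript cassava4.1_029709m had 24 reads in NC and 154 in CCA, a CPM of 7.98 (5.36 to 11.9) and 41.7 (35.7 to 48.9). Both were called DE in CCA vs NC by the criterion of CPM under 10 against over 40, and in both the interval in CCA spans 40. The name RmlC-like cupins superfamily is the paper's.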

Two RmlC-like cupins superfamily protein-coding genes (015731 m and 029709 m) were associated with nutrient reservoir. They were expressed at normal expression levels under the CS condition, but in contrast, they were overexpressed 4 folds under the CCA condition with respect to NC (Figure 2C and D). 

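In CCA vs NC the ratio was 4.62-fold for cassava4.1_015731m (log2 2.21, limits 1.56 to 2.93) and 4.38-fold for cassava4.1_029709m (log2 2.13, limits 1.5 to 2.82). In CS vs NC, cassava4.1_015731m had a CPM of 9.67 (7.99 to 11.7) and a log2 ratio of -0.07 (-0.74 to 0.67), so no difference was detectable at this depth. In CS, cassava4.1_029709m had 17 reads and a CPM of 1.55 (0.968 to 2.48). Its log2 ratio in CS vs NC was -2.83 (-3.82 to -1.88), and it was not called DE because its CPM was under 10 in both libraries.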

In contrary, the CS treatment triggered the process of viral reproduction, which did not appear in the CCA treatment. From the RNA-seq data, eight DE genes were associated with viral reproduction, and six out of these eight DE genes were overexpressed in both CA and CS, but expressed normally in CCA. 

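The 8 viral reproduction genes of CS vs NC in Table S3 held 6 up-regulated and 2 down-regulated genes, with a median log2 ratio of 2.30, at percentile 72.9 of matched lists of DE genes. All 6 up-regulated genes were DE in both CA and CS. Their log2 ratios in CA and CS were 2.40 and 2.55 for cassava4.1_000174m, 2.01 and 2.02 for cassava4.1_000016m, 2.05 and 2.04 for cassava4.1_000217m, 3.76 and 4.18 for cassava4.1_003752m, 3.01 and 3.38 for cassava4.1_003769m, and 7.26 and 6.28 for cassava4.1_031518m. None was DE in CCA vs NC, where the log2 ratios were between 0.16 for cassava4.1_003769m and 1.56 for cassava4.1_031518m.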

The other two genes were down-regulated by 5–6 folds in CA and CS, but were again expressed normally in CCA. 

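The 2 down-regulated genes were cassava4.1_003690m and cassava4.1_002663m. For cassava4.1_002663m the decrease was 6.26-fold in CA and 6.56-fold in CS, and its log2 ratio in CCA vs NC was -1.01. For cassava4.1_003690m the decrease was 3.94-fold in CA, which was not called DE, and 5.05-fold in CS, which was. In CCA vs NC its log2 ratio was 0.24. With CPM in place of the upper-quartile values its log2 ratio in CS vs NC was -1.87, short of 4-fold.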

One up-regulated unannotated protein (000174 m) and one down-regulated ROP interactive partner 3 (003690 m) were validated by qRT-PCR methods (Figure 2C and D).

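The unannotated protein (cassava4.1_000174m) had a CPM of 14.3 in NC, 100.4 in CA, 27.4 in CCA and 116 in CS. Its ratio to NC was 5.28-fold in CA and 5.87-fold in CS, and its log2 ratio in CCA was 0.68 (0.15 to 1.23). ROP interactive partner 3 (cassava4.1_003690m) had a CPM of 73.4 in NC, 24.8 in CA, 104 in CCA and 20.2 in CS. Its log2 ratio was -2.34 in CS vs NC (-2.61 to -2.06).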

### MicroRNAs contributed to chilling response and stress acclimation

As a major post-transcriptional gene regulator, miRNAs mediate the expression of their target genes in adaptation to environmental stress. To appreciate miRNA functions and gain insight into the complex regulatory networks in chilling response in Cassava, we exploited and combined the large collection of mRNA and small-RNA profiling data for an integrated transcriptome and microRNAome analysis. Based on the small-RNA profiling data, we identified 61 novel miRNAs in Cassava and 121 DE miRNAs in one of the six comparisons we considered (Figure 1A).

We identified anti-correlated pairs of DE miRNAs and DE mRNA target genes in 6 comparisons across the stress conditions (Additional file 4: Table S5A). 

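The readable part of Table S5A held 1365 miRNA:mRNA pairs with 443 distinct transcripts, and every transcript was DE in the deposited mRNA values of its comparison. The targets in CA vs NC were 77 up-regulated and 74 down-regulated transcripts, in 251 pairs. CCA vs NC had 35 up-regulated and 22 down-regulated targets in 91 pairs, and CCA vs CA had 58 and 58 in 192 pairs. These targets were 5.29%, 5.27% and 3.81% of the DE genes of their comparisons. A single transcript was listed with up to 13 miRNAs in 1 comparison. The miRNA values themselves were not analysed here.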

The DE miRNAs played a role in regulating the transcriptome responses to chilling stresses. More than 30 miRNAs regulated at least two potential mRNA targets in each comparison. 

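In CS vs NC, Table S5A had 373 pairs with 105 DE transcripts, 83 of them up-regulated and 22 down-regulated. In CS vs CCA it had 390 pairs with 148 DE transcripts, 121 up-regulated and 27 down-regulated. In CS vs CA it had 68 pairs with 26 DE transcripts. Relative to the DE genes of each comparison, the targets were 3.18% in CS vs NC, 5.30% in CS vs CCA and 8.00% in CS vs CA.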

The regulatory effect of these DE miRNAs was most profound under CS with respect to NC and CCA conditions (Figure 4). We further investigated the miRNA-regulated DE genes that were associated with the significantly enriched pathways in the pairwise comparisons among six conditions (Additional file 4: Table S5B). These DE genes were regulated by miRNAs under at least one of the chilling stresses with respect to NC, while few of them were DE across any of two stress conditions (Additional file 4: Table S5B). Biosynthetic process (29.0%), cellular protein modification process (18.2%), response to stress (11.1%) and metabolic process (10.4%) were the top 4 biological processes that had the largest ratios of genes being regulated by miRNAs to the total number of genes on a given enriched pathway (Additional file 4: Table S5B). As expected, one miRNA can regulate one or several genes, and one mRNA gene may be targeted by multiple miRNAs. For example, 4 genes (005409 m, 006360 m, 006048 m, 005437 m and 005421 m) targeted by miR399 were enriched in the same biosynthetic process in CA vs. NC, at the same time, one gene (012052 m) enriched in oxidation-reduction process and 3 genes (033858 m, 014142 m and 000730 m) enriched in metabolic process under CCA vs. NC were all potentially targeted by miR396a/b/c/d, and novel-3 could target one gene (013577 m) enriched in metabolic process under both CCA vs. NC and CS vs. NC (Additional file 4: Table S5B). 

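The miR399 targets cassava4.1_005409m, cassava4.1_006360m, cassava4.1_006048m, cassava4.1_005437m and cassava4.1_005421m had log2 ratios of 3.14, 3.12, 3.00, 3.48 and 3.32 in CA vs NC. Their reads were close to each other in CA, between 1936 and 2084, and in CS, between 779 and 824, and ranged from 34 to 51 in NC and from 44 to 66 in CCA. Reads shared between near-identical transcripts cannot be excluded, so the 5 values are uncertain as separate measurements. The miR396 targets in CCA vs NC had log2 ratios of 2.76 for cassava4.1_012052m, 4.20 for cassava4.1_033858m, 7.44 for cassava4.1_014142m and 3.48 for cassava4.1_000730m. Transcript cassava4.1_013577m had a log2 ratio of 4.39 in CCA vs NC and 2.5 in CS vs NC. It was also 2.71 in CA vs NC.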

Surprisingly, one translation-related gene regulated by miR172 was differentially expressed in four comparisons: CA vs. NC, CS vs. NC, CCA vs. CA and CS vs. CCA, indicating that the interaction between miR172 and 018488 m played regulatory roles in CA and CS, but not in NC and CCA. 

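Transcript cassava4.1_018488m had 13 reads in NC, 606 in CA, 8 in CCA and 649 in CS. Its log2 ratio was 3.19 in CA vs NC, 3.30 in CS vs NC, -4.44 in CCA vs CA and 4.56 in CS vs CCA. In CCA vs NC it was -1.25, from 8 against 13 reads, and was not called DE.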

In short, miRNAs are one of the key regulating factors during the processes of low temperature adaptation in Cassava.

**Figure 4:**
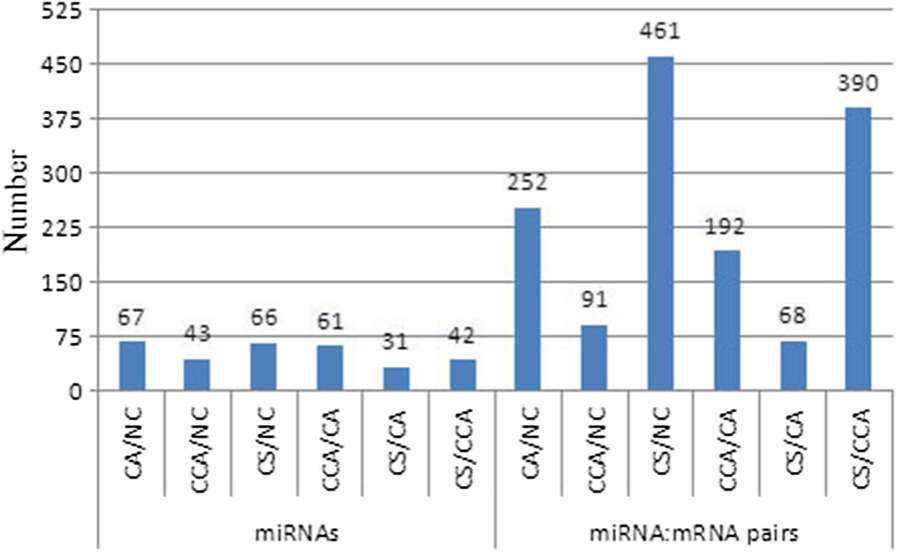
**The DE genes targeted by DE miRNAs among six comparisons.** The number of miRNAs, e.g., listed under “CA/NC”, refers to the number of DE miRNAs in the CA condition with respect to NC. The number of miRNA:mRNA pairs, e.g., listed under “CA/NC”, is the number of mRNA targets that are not only DE but also anti-correlated with their targeting miRNAs in the CA condition with respect to NC.

The effect of miRNAs on their targets is reflected by the anti-correlated expression patterns between miRNAs and their mRNA targets because the major function of plant miRNAs is mRNA cleavage. We further experimentally tested 17 pairs of anti-correlated miRNAs and target mRNAs, as initially detected by the sequencing data (Figure 5). 

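For the target mRNAs of Table 1, the deposited values give 35 combinations of transcript and listed comparison, of which 15 met the criteria of DE and 20 did not. Of the 17 transcripts, 5 were DE in every comparison listed for them, 9 in at least 1 and 8 in none. Across all 6 comparisons, 10 of the 17 were DE in at least 1. Among the further 31 transcripts of Figure 5, 20 were DE in at least 1 comparison. The miRNA side of these pairs was not analysed here.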

We first examined cleavage cites of miRNAs on their target genes by 5′RACE (see Methods). The cleavage sites of 13 (76.5%) of the 17 pairs were validated and the cleavage sites were within the regions of miRNA binding sites (Table 1). 

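The mRNA values of several of these targets were far apart between libraries. The glutathione S-transferase TAU 8 transcript (cassava4.1_015766m) had 9 reads in NC and 7483 in CS, a log2 ratio of 7.36, and was 4.61 in CS vs CA. Transcript cassava4.1_004517m had a log2 ratio of 3.44 in CS vs NC and 3.51 in CS vs CCA. Transcript cassava4.1_002500m was 5.11-fold higher in CS vs CCA, but was not called DE with a CPM of 4.34 in CCA and 25.7 in CS. In some other listed comparisons the change was under 4-fold. In CA vs NC the log2 ratio was -1.03 for cassava4.1_016749m and 0.53 for cassava4.1_000210m. Transcript cassava4.1_014450m had 1.29 in CS vs CA and was not called DE there, while it was DE in CCA vs NC, with a log2 ratio of 3.71, and in CS vs NC, with 2.65.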

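The peroxidase transcript (cassava4.1_033835m) had 0 reads in NC, 16 in CA, 67 in CCA and 791 in CS. Its CPM in CA was 1.38, under the threshold of 10, so it was not called DE in CA vs NC, the comparison listed in Table 1. The electron carrier transcript (cassava4.1_011902m) had 11 reads in NC, 4235 in CCA and 2459 in CS. Its log2 ratio was 8.04 in CCA vs NC and -2.57 in CS vs CCA.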

As expected, many of these anti-correlated miRNAs and mRNAs were related to stress responses, such as novel16-POS, where POS is associated with scavenging hydrogen peroxide, and miR398-EC, where EC is supposed to maintain the membrane potential via electron carrier. Therefore, these identified anti-correlated pairs of miRNA and mRNAs from the profiling data should be valuable candidates and subject to further investigation. NF-YA family, targeted by miR169, has been recently found as an adaptive response to adverse environmental conditions [17]. 

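NF-YA10 (cassava4.1_011620m) had 1832 reads in NC, 3044 in CA, 931 in CCA and 3615 in CS. Its log2 ratio with respect to NC was -1.62 in CA, -1.53 in CCA and -1.36 in CS. It was lower in all 3 treatments and was not called DE in any, since each ratio was under 4-fold.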

Note that the cleavage site of NFYA10 by miR169 was indeed detected in our 5’RACE assay, while the anti-correlation between miR169 and NF-YA10 was not detected due to low reads number of miR169 in the RNA-seq data (data not published).

**Figure 5:**
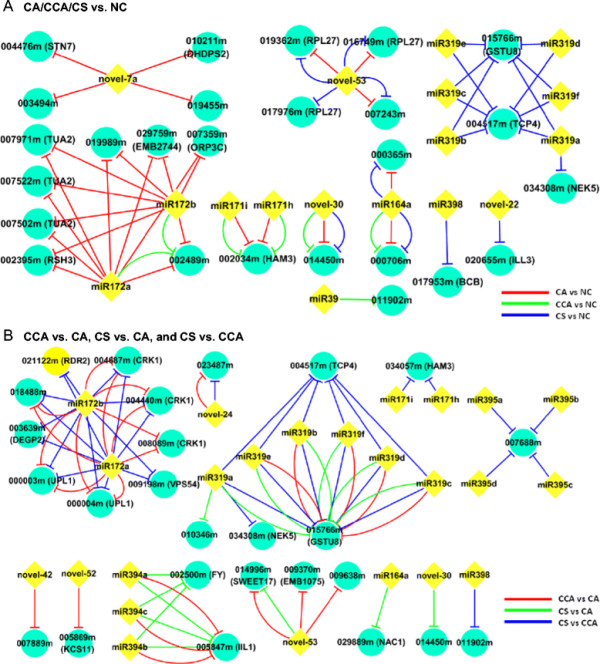
**Regulatory networks showing the relationship between differentially expressed miRNAs and their anti-correlated, differentially expressed target mRNAs.** The yellow diamonds represent miRNAs and the blue circles denote target mRNAs. An edge between a pair of miRNA and mRNA indicates their anti-correlation relationship across two conditions, which is color coded. **(A)** the upper panel is referred to one of three chilling treatment (CA, CCA and CS) with respect to NC, which assigned to red, green and blue line, respectively; **(B)** the bottom panel is referred to in-between comparison of three chilling treatments, including CCA vs. CA (red), CS vs. CA (green) and CS vs. CCA (blue).

**Table 1:** The cleavage site of anti-correlated miRNA:mRNA pairs detected by 5′RACE assay

**miR-Target**	**ID**	Cleavage sites*			**Anti-correlation**^**§**^						**Annotation**
		**NC**	**CA + CCA**	**CS**	**CA/NC**	**CCA/NC**	**CS/NC**	**CCA/CA**	**CS/CA**	**CS/CCA**	
novel7a-DHDSP2	010211 m	4,±			+						dihydrodipicolinate synthase
Novel53-RPL27	016749 m		21,±	±	+		-				ribosomal protein large subunit 27
miR171hi-HAM3(1)	002034 m		10(5),7(2),-	10,7,3,-	+	+					GRAS family transcription factor
miR395-ATRX	000210 m		9(11)	9,-	+		+				P-loop containing nucleoside triphosphate
											hydrolases superfamily protein
novel16-POS	033835 m		±	5,0,±	+						Peroxidase superfamily protein
Novel42-LMDH	007889 m		-	11,±				-			lactate/malate dehydrogenase family protein
miR394-FY	002500 m		4,3,1(2),-	4,-						+	Transducin/WD40 repeat-like superfamily protein
miR171hi-HAM3(2)	034057 m		10(3),7,-	10(5),7(3),-						+	GRAS family transcription factor
miR319-TCP4	004517 m			8,-			+			+	TCP family transcription factor 4
novel30-CP	014450 m	12,10			+	+	+		-		Cyclase family protein
miR164-NAC	029889 m		10(7)	10(9)		+	+		+		NAC domain containing protein 1
Novel53-SWEET17	014996 m		22,17(2),-	±		+		+	-		Nodulin MtN3 family protein
miR398-EC	011902 m		±	10(2),±		-				+	copper ion binding/electron carrier
miR319-GSTU8	015766 m						-	-	-	-	glutathione S-transferase TAU 8
miR172-TUA	007502 m	-			-						tubulin alpha-2 chain
miR172-LMP	002489 m		+	-	-	-					LMBR1-like membrane protein
miR394-IIL1	005847 m			-	-			-	-		isopropyl malate isomerase large subunit 1

The cleavage sites of 13 (out of 17, 76.5%) miRNA:mRNA pairs were detected within miRNA binding regions. Five (the first five from the top), three (the subsequent three) and five pairs (the next subsequent five) of them were anti-correlated in the three chilling stress conditions with respect to the NC condition, in the other three comparisons and both two comparisons according to RNA-seq data, respectively. The cleavage sites of the remaining four pairs (the last four) failed to be detected in the basepairing regions of corresponding target genes. The “*” column lists number of miRNAs that are complementary with target cleavage sites in binding regions; the “+” and “-” symbols refer to cleavage sites located in upstream and downstream of miRNA:target binding regions, respectively. In the “§” column, “+” means that there is an anti-correlation between a miRNA and its target gene based on sequencing data, and the cleavage site of miRNA:target is located in the basepairing region in 5′RACE assay, and “-” means that there is an anti-correlation in sequencing data, whereas the cleavage site of miRNA:target is not within the basepairing region but either upstream or downstream to the basepairing region.

## Discussion

This is the first genome-wide, systematic study of chilling stress and acclimation in Euphorbia; we integrated genome-scale, sequencing-based profiling data on protein-coding genes and miRNAs on a chilling sensitive cultivar of Cassava, the most important crop in the tropical regions. The study identified critical genes and miRNAs are responsive to chilling stresses and gained insights into the biological processes underlying chilling acclimation. We expect our findings to have a potential impact on plant biology and agriculture. In particular, exposing tropical or subtropical crops to sub-optimal temperatures for stress acclimation can enhance their chilling resistance.

### Comparable effects of severe and moderate stress

Based on a comparative transcriptome analyses of potato (*S. tuberosum*) and *A. thaliana*, Carvallo et al. [18] reported conserved gene expression patterns between the two species during chilling acclimation despite their independent evolution over 100 millions of years. In a large scale evolutionary studies across various species, Preston and Sandve [19] further documented that despite independent development separated by evolution over hundred millions of years, some pathways and mechanisms involved in chilling acclimation are similar between bryophytes, monocots, and eudicots. As for different cultivars of the same species with contrasting responses to chilling stress, their comprehensive comparative studies reveal relatively similar initial transcriptional responses and more diverse downstream molecular changes. While functional categories for genes responding to late phase chilling stress are diverse, ranging from functional adaptation to continuous stress, the early responses have been found to be related to transcription regulation and signal transduction [20]. Similarly, Usadel et al. [21] reported that Arabidopsis has qualitatively similar responses to 17, 14, 12, 10 and 8°C, regardless the degrees of temperature change. We also confirmed this observation in our CA and CS experiments with similar disruptions to the transcriptome. Moreover, we reported here that the chilling-sensitive Cassava could trigger similar transcriptional responses when the Cassava plant was subject to chilling stresses close to freezing temperature (4°C).

### Chilling acclimation helps plants better withstand severe chilling stress

Our results revealed that the largest numbers of expressed and DE genes appeared in the chilling shock (CS) stressed plants. This suggested that a more severe transcriptome perturbation in Cassava plants that had experienced dramatic temperature decreasing (CS) compared to plants that were treated by mild chilling stress (CA) and were stressed at same temperature after acclimation with mild chilling stress (CCA). 

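The reversed genes were 1801 of the 2855 DE genes of CA vs NC, or 63.1%. The share was 65.5% with CPM in place of the upper-quartile values, 64.8% with median-of-ratios scaling and 69.7% with a 2-fold change. It was 59.2% with a CPM of at least 20 and over 80, 57.2% with an 8-fold change and 56.6% with no expression filter and a pseudocount of 1. The lowest share was 45.3%, when only transcripts expressed in both libraries were called. The share was larger among the up-regulated genes, at 77.0%, than among the down-regulated genes, at 47.6%.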

Surprisingly, more than 65% of the up- or down-regulated genes in CA vs. NC were respectively swapped to down- or up-regulation in CCA vs. CA, indicating a remarkable reversing effect on gene expression and a dramatic rewiring of gene regulatory networks in plants after experiencing chilling acclimation. Such antagonistic regulation patterns and regulatory network changes reflected plants’ profound adaptation to stress through the process of chilling acclimation.

In chilling sensitive plants, a major adjustment is the physical transition of cell membrane from a flexible liquid-crystalline to a solid gel phase, resulting in increased permeability that leads to cellular leakiness and ion imbalance. In Cassava, significant accumulation of hydrogen peroxide (H2O2) have been observed after 4 h chilling exposure; at the same time, the enzyme activities and up-regulation of four ROS-scavenging transcripts, including catalase (CAT), superoxide dismutase (SOD), and glutathione transferase (GST), have been observed and verified [22]. The enzymatic antioxidants, jointly with low molecular-mass antioxidants that were embedded in membrane and polyunsaturated fatty acids, respond to the oxidative stress. The balance of oxidative capacities and scavenging activities of antioxidants is broken as a consequence of abnormal metabolism and injured cells accumulating toxic metabolites and active oxygen species. In our study, oxidoreductase activity was significantly enriched in all of the chilling stresses compared to the control condition, indicating serious oxidative stresses. Furthermore, the DE genes that were specific to CS or CCA significantly varied in the anatomical structure formation and cellular component. In addition to the fact that the chilling injury index (Malondialdehyde content in Additional file 1: Figure S2C) increased most significantly in the CS condition, it is viable to infer that transmembrane damage and membrane permeability have a significant variation between the CCA and CS conditions. In addition, the processes of cell death and development were also significantly distinct between CCA and CS (Figure 3B), indicating that membrane and metabolism adjustment played an important part in the chilling acclimation in Cassava.

We further experimentally validated some of the genes that reversed their expression patterns under further chilling stress after stress acclimation. Ribosomal protein L11 and ubiquitin 6 were up-regulated from the NC to CA condition and subsequently down-regulated from the CA to CCA condition (Figure 2A and B). 

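In CS, which the paper does not discuss for these genes, ubiquitin 6 (cassava4.1_018150m) had 6131 reads and a log2 ratio to NC of 10.25. Ribosomal protein L11 (cassava4.1_017802m) had 1797 reads in CS, a CPM of 164, and was up-regulated with a lower limit of 6.59 on the log2 scale. Between CS and CA the log2 ratios were 0.22 and -0.35.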

Both genes related to ubiquitination can reduce protein synthesis for normal growth and provide diversity of small protein nutrient availability for the later chilling adaption [23]. In contrary, ribosomal protein L31e superfamily and zinc-binding ribosomal proteins, which are related to the growth of meristem tissue, were first down-regulated and then up-regulated from the NC to CA and subsequently to the CCA condition. 

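Ribosomal protein L31e (cassava4.1_019383m) had a CPM of 61.6 in CS, a log2 ratio of -1.27 to NC that was not called DE, and was higher in CS than in CA, with a log2 ratio of 3.66. The zinc-binding ribosomal protein (cassava4.1_020116m) had 20 reads in CS against 134 in NC, a CPM of 1.82 and a log2 ratio of -5.08, and was down-regulated in CS as in CA.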

The expression pattern of these genes can help determine whether a cell is in an anabolic, growth-promoting state or a catabolic, growth-suppressing state [24]. Two previous studies also found that low temperature can induce a large number of genes involved in translation, protein synthesis or nucleosome assembly when transferring from normal condition to sub-optimal temperature in *Arabidopsis*[21],[25],[26]. Ribosome biogenesis is a key process for fundamental translation processes. Perturbations to the dosage of the ribosomal protein subunits regulate overall protein synthesis related biological process [24]. The hydrophilic residues of ribosomal protein L11 can interplay with p53-MDM2 function complex [27],[28] to stabilize and activate ribosomal protein-Mdm2-p53 signaling pathway to response DNA damage and ribosomal stress [23],[29]. Those genes altering the accomplishment of normal translation initiation [30],[31], elongation [32], termination [33], and probably ribosome-recycling [34], are supposed to reduce the rate of protein synthesis. Subsequently, Carroll [35] and Gerashchenko [36] reported that translational proteins have exquisitely sensitive and responsive to environmental fluctuations. Furthermore, Ferreyra [37] argued that this widespread and unequivalent translational component reprogramming can have a “turnover” effect on related mRNAs while inducing the translation of specific mRNAs in adaptation to environmental stress.

In addition to translation reprograming, plant resistance to low temperature depends on responsive speed and scope of transcripts and metabolites involved in cryoprotection and stress responses. 

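Of the 2 genes, neither was DE in CS vs NC or in CA vs NC. In CA, cassava4.1_015731m had a CPM of 19.3 and a log2 ratio of 0.99 to NC (0.35 to 1.69). In CA, cassava4.1_029709m had a CPM of 2.16 and a log2 ratio of -2.30 (-3.17 to -1.43). Against CS, the CCA library was higher for both, with log2 ratios in CS vs CCA of -2.28 and -4.96. At a CPM of at least 20 and over 80 in place of 10 and 40, a CPM of 40.4 and 41.7 in CCA no longer met the criterion.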

We identified two RmlC-like cupins superfamily genes specifically DE in the CCA condition with respect to NC. The RmlC-like cupins superfamily proteins have known functions in biology processes of small nutrient molecule, such as sulfur amino acid, polysaccharide metabolic process, amine and carbohydrate biosynthetic process. These metabolites have known oxidoreductase and disomerase activities [38] and cation and hormone binding capacities [39]. They potentially help stressed plants to maintain normal osmotic potential and to defend water loss.

ROP interactive partner 3 (003690 m) was shown to significantly express in the CS condition, ROP functions as molecular switches in auxin signaling at the cell membrane to regulate many cellular and developmental processes and environmental responses [40]. 

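ROP interactive partner 3 (cassava4.1_003690m) was expressed above CPM 10 in all 4 libraries, with 221 reads in NC, 287 in CA, 383 in CCA and 221 in CS. In CS its CPM of 20.2 was below the 73.4 of NC, and the transcript was down-regulated in CS vs NC. It was also lower in CS than in CCA, with a log2 ratio of -2.58 in CS vs CCA.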

The balance between the activation and inactivation of ROP helps maintain a non-toxic level of H2O2 to avoid lethal effects [41]. Yun et al. [7] report that early response triggered by oxidative signals is critical for prolonged survival under sub-optimal temperature and that many of the oxidative-mediated changes in gene expression occur within 24 hours of stress. Their transcriptome variations have striking similarities to the transcriptome variations observed in plants’ responses to disease, pathogen infection and wounding, where DE genes are involved in redox regulation. Significant down-regulation of ROPs may contribute to the imbalance of redox regulation, resulting in effects similar to viral invasion, which may be critical for enduring transient exposure to mild chilling stress. Since RmlC-like cupins can recruit genes with functions of nutrient reservoir for adapting to a lower temperature under the CCA condition and ROP genes lead plants to a catabolic, growth-suppressing state under the CS condition, the differences in the regulation of these positive and negative affecting genes may potentially cause the difference in chilling tolerance between the CCA and CS conditions.

### Above-zero chilling resistance after chilling acclimation

By a conventional standard, chilling acclimation is the process by which plants acquire freezing tolerance through exposure to suboptimal, low, nonfreezing temperatures. Plant species vary widely in their abilities of chilling acclimation. The chilling-sensitive species, such as tomato and rice, may be unable to be acclimated to acquire freezing tolerance. However, chilling resistance should not be limited to sub-zero temperatures, especially for tropical and sub-tropical crops. Although being intolerant to freezing, they should be able to tolerate a much lower chilling temperature after chilling acclimation. This increased chilling resistance can allow tropical crops to withstand more severe chilling stresses than before. Unfortunately, little has been done in the past to address the impact of above-zero chilling resistance.

CBF (C-repeat/dehydration-responsive element binding transcription factor) genes are known to be ubiquitous and have conserved structures and functions in a wide range of plant species, including tropical and temperate plants [4],[42],[43] as well as other plants [18],[44]. All four CBF genes in Arabidopsis, in which CBF1, 2, 3 are cold inducible and CBF4 is drought inducible, are arranged in tandem in the Arabidopsis reference genome [45],[46]. In Cassava, 70 CBF homologues can be identified through a sequence search with an e-value less than e^−20^. It is perplexing that despite having such a large number of CBF-like genes, cassava is unable to withstand freezing temperatures. Nevertheless, Cassava can endure chilling temperatures to some extent, particularly after chilling acclimation as shown in our study. It is interesting to observe that none of the 154 miRNAs (93 know and 61 novel), detected by our deep sequencing data, targeted any of CBF genes. Furthermore, these CBF genes, as well as the homologues of CBF constitutive activator ICE [47],[48], had insignificant expression variation in chilling treatments partly due to their low expression levels. Those results are consistent with the results from an early Cassava chilling study [22], suggesting that the CBF regulon in Cassava may be different from its counterparts in *Arabidopsis*. On the other hand, not being chilling responsive at the transcriptional level did not mean that the CBFs were not responsive to chilling stress because CBFs may also be subjected to ubiquitination and sumoylation regulation at the translational and posttranslational levels, as shown in *Arabidopsis*[49]–[52].

The overexpression of SsDREB1 in *Arabidopsis* could result in chilling-regulated gene expression and freezing tolerance [53]. Conversely, constitutive overexpression of either LeCBF1 or AtCBF3 in transgenic tomato plants does not provide a detectable freezing tolerance [54]. The regulatory functions of the CBF regulon may be similar, but the whole CBF chilling-response pathway could be different between the tropical and temperate plants and the other plants. One clue to understand this difference may come from the upstream regulation components. There are probably different upstream motifs of the CBF regulon and some other transacting components in the regulatory elements of the CBF genes. Another possible reason can be attributed to the genes downstream of the CBF regulon, which lack functional CRT/DRE elements in the promoters of genes that are required in order to affect chilling acclimation response or freezing tolerance. As Zhang et al. [54] suggest that differences among plant species with respect to the DREB/CBF regulon could be due to limited DRE/CRT-like elements in the genomes of chilling sensitive species, which may be the case for rice. The upstream regulation elements, such as cis-regulatory motifs and trans-factors, should be further examined in the DE gene identified in our study.

McKhann et al. [55] analyze the CBF genes and their promoters diversity in the Arabidopsis versailles core collection containing 48 accessions that maximize the naturally occurring genetic diversity, and found polymorphisms in the CBF genes along with differences in CBF and COR gene expression. Although there may be more CBF and COR gene expressed in tolerant accessions, there is no simple correlation between CBF regulon and chilling tolerance. By selecting another closely related Solanum species that differs in its chilling acclimation ability, Thomashow and colleagues [2] find that both tested species altered gene expression in response to low temperature to similar degrees with similar kinetics and that both plants have CBF regulons composed of hundreds of genes [18]. These two studies, along with our finding that there was few miRNA or mRNA related to the CBFs’ response to the three designed chilling stress treatments, suggest that a complex network of genes are involved in the chilling acclimation [56]–[59], and that the CBF genes alone cannot explain all phenotypic differences. It suggests that more investigation is required in addition to the CBF regulon, e.g., metabolite networks that are related to low temperature tolerance.

## Conclusions

The results of the transcriptome and microRNAome profiling and the integrated analysis provided three important observations. First, substantial chilling stresses, regardless whether they were severe (4°C) or moderate (14°C), could lead to comparable transcriptome and microRNAome variations and cause perturbation to biological processes of the same or similar functions. Second, dramatic temperature decreases and further temperature decreases after chilling acclimation could result in drastically distinct transcriptome and microRNAome variations even though both stresses reached at the same temperature of 4°C. Third and most importantly, chilling-sensitive Cassava could be accustomed to, through stress acclimation, severe chilling stresses close to freezing temperature (4°C) at least for a short period of time (5 days in the current study). This might be achieved by reversing the expressions of a large number of affected genes, which may potentially alter the regulatory networks, specifically by inducing or overexpressing genes that help preserve nutrients that are critical for stress tolerance.

## Methods

### Plant materials and stress treatments

Stem segments with three nodes of Cassava (*Manihot esculenta* Crantz) cultivars were extracted from 8-month-old plants, and inclined in 3-L pots filled with barren red soil: vermiculite (1:1, v/v), fertilized with Hoagland’s solution [60], to propagate and generate well-balanced seedlings. The solution was renewed with 300 ml quarter-strength solution once a week. After 2 months of planting, the uniform seedlings were subjected to chilling stress treatments. All plants were field grown in Haikou, Hainan, China, during April and June of natural conditions (11 h light, 13 h dark and 25°C during the day and 18°C at night).

Plants of Cassava cultivar SC124 were transferred to normal 24°C illumination incubator for 2 days to set a homogenous starting point, and were treated with three types of chilling stress. 1) Gradual *chilling acclimation* (CA in Additional file 1: Figure S1): temperature was decreased from 24°C to 14°C at the rate of −2°C/h to exert a moderate chilling stress. Temperature was then held constant at 14°C for five days to accommodate chilling acclimation. 2) *Chilling* stress after *chilling acclimation* (CCA): after 5 days of chilling acclimation and growth under 14°C, plants were watered once with Hoagland’s solution, transferred further to 4°C at the gradient of −2°C/h, and cultivated at constant 4°C for another 5 days. 3) *Chilling shock* (CS): normal plants under 24°C grew under 24°C for 5 days in parallel to the CA treatment, and were then subjected to dramatic temperature decline to 4°C at the rate of −4°C/h to ensure the temperature to reach 4°C at the same time as the CCA treatment finished so that these plants had the same age. The effects of the chilling stresses are shown in Additional file 1: Figure S1. In the CA treatment, total RNA was collected at 6 h, 24 h and 5d after temperature reaching 14°C; in both the CCA and CS treatments, total RNA was collected at 6 h, 24 h and 5d after temperature reaching 4°C. These time points were chosen to account for initial response, secondary response, and functional adaption to chilling stresses. In parallel, plants grown under the *normal condition* (NC) of 24°C were watered once with Hoagland’s solution every 5 days, and total RNA was first collected at 6 h, 24 h and 5d along with total RNA for the CA plants being collected and then at 6 h, 24 h and 5d when total RNA for the CS and CCA plants were collected so as to match samples of chilling treatments.

### RNA isolation, RNA library preparation and NextGen deep sequencing

Three organs/tissues – folded leaf, fully expanded leaf and roots of Cassava cultivar SC124 –were harvested at 6 h, 24 h and 5d for the three chilling treatments of CA, CCA and CS as well as the normal condition as described above. Total RNA was isolated separately for each of the three organs/tissues. The three RNA samples of equal amount for each time point of a treatment were then pooled together for expression profiling. As a result, four mRNA libraries and four small-RNA libraries, corresponding to the conditions of CA, CCA, CS and NC, were constructed.

The four mRNA libraries were sequenced by RNA-seq by Illumina GAII following Illumina RNA-seq protocol. Briefly, total RNAs were isolated, purified and reversely transcribed, the resulting cDNA products were subsequently digested with NlaIII and the 3′-cDNA fragments captured with the oligo(dT) beads, and then ligated to the Illumina GEX NlaIII Adapter 1. The junction of Illumina adapter 1 and CATG site contained the recognition site of MmeI, cutting 17 bp downstream of the recognition site (CATG) to produce tags. After removing 3′fragments with magnetic beads precipitation and MmeI digestion, an Illumina GEX adapter 2 was introduced at the end of tags. The resulting adapter-ligated cDNA tags were subjected to 15 cycles of linear PCR amplification, and then purified and sequenced with the method of sequencing by synthesis (SBS) using Illumina GAII.

The six small-RNA libraries (four for Cassava and two for castor bean) were subjected to small-RNA deep sequencing by Illumina Genome Analyzer (GAIIx). Briefly, total RNA was isolated using RNA plant Reagent kit (TIANGEN, Beijing, China). Small RNAs were enriched by poly-ethylene glycol precipitation, separated on 15% denaturing PAGE, and visualized by SYBR-gold staining. Small RNAs of 16- to 28-nt were gel-purified. Purified small RNAs were ligated to a 5′ adaptor and a 3′ adaptor sequentially, reverse transcription amplified, and sequenced.

All mRNA and small-RNA sequencing data have been deposited into NCBI/GEO under accession # GSE52178.

### mRNA differential expression assay

The RNA plant Reagent kit (TIANGEN, Beijing, China) was used for total RNA isolation. The quantity and quality of extracted total RNAs were detected by 1% agarose gel electrophoresis and spectrophotometer. To assess the expression of an mRNA, the first-strand cDNA products were prepared using Fermentas reverse transcriptase kit (K1611). Real-time PCR was performed following the standard SYBR Premix Ex Taq™ kit (TaKaRa) protocol. The reactions were incubated in 0.1 ml tubes of Rotor-gene 6000 machine. The procedure ended by melt-curve. A negative control (no template) was included for each primer combination.

Gene actin served as a reference for mRNA in each sample, genes were amplified in parallel for 3 replicates. The relative concentration was calculated as 2 powered -△△CT, where △△CT = (△CT sample - △CT control), △CT = CT (target)-CT (reference) in each sample. If the CT value was greater than that of no template control (NTC), the mRNA was considered not expressed. The gene specific primers used in the target validation are provided in Additional file 1: Table S6.

### Experimental miRNA target validation

RNA ligase-mediated rapid amplification of 5′cDNA ends (RLM-RACE) GeneRacer Kit (Invitrogen, USA) was used to validate miRNA-guided mRNA cleavage, which differed with traditional 5′RACE of full-length cDNA by omitting the 5′ phosphates of truncated mRNA removal and the 5′ cap structure of full-length mRNA removal treatments. Briefly, total RNA was extracted with RNAplant regent (TIANGEN, DP407-01), and PolyA RNA was isolated using polyAtract mRNA isolation system III (Promega, USA) to eliminate contaminated non-mRNA. Ligation with a 5′ RNA adapter and a reverse transcription were performed. The resulting cDNA was used as a template for PCR amplification. Two ~100 bp spaced gene specific reverse primers (GSP1 and GSP2) for each target, designed based on the downstream sequence of the miRNA:target binding site at the target gene sequence. Combining with two GeneRacer 5′ forward primers (included in GeneRacer kit) to specifically nest amplify the 3′ cleavage product of the target mRNA. The amplified PCR products were gel purified, cloned and sequenced (Sangon, China). Gene specific primers that we used are provided in Additional file 5: Table S7.

### Processing of RNA-seq and small RNA-seq data

Raw RNA-Seq reads with low quality were firstly discarded. Sequencing adaptors were trimmed using an in-house method that recursively searches for the longest substring of the adaptor appearing within a sequence read. If a raw sequence read did not have a substring of the adaptor longer than 6 nt, it was considered as having no adaptor. The adaptor-trimmed sequences with no ambiguous reads, which were referred to as qualified reads, were then mapped to the cDNA sequences and reference genome of Cassava using Bowtie 0.12.7 [61] allowing no more than one mismatch. For small RNA sequencing data, the raw sequence reads with no 3′ sequencing adaptor, of low quality, or shorter than 17 nt were removed. The adaptor trimming for the small RNA-seq reads was done in the same way as for the mRNA reads. The qualified small RNA reads were mapped to the Cassava genome using Bowtie allowing no more than one mismatch.

### Identification of expressed and differentially expressed mRNA genes

The number of reads mapped onto each mRNA transcript was recorded as a raw read count. A gene was considered as expressed if its CPM (Count Per Million mapped reads) was not less than 10. For genes that had CPM less than 10, we considered the aligned reads as noise and set their expression level to 0. For expressed genes, we normalized the raw read counts using the upper-quartile normalization method [62]. Given two conditions to be compared, a gene was considered differentially expressed if any of the following two criteria was satisfied: (1) the change of normalized counts was no less than 4 folds if the gene was expressed in both conditions, or (2) the gene was not expressed (CPM < 10) under one condition and over-expressed (CPM > 40) under the other condition.

### Identification of miRNA targets and anti-correlated miRNA-mRNA pairs

The TargetFinder program [63] was used for computational prediction of miRNA targets. TargetFinder uses a scoring scheme that charges a penalty of 1 for a mismatch or insertion/deletion and a penalty of 0.5 for a wobble base pairing, and it doubles these penalties for base-pairs in the seed region (the 2-7 nt from the 5′-end) of a miRNA. To reduce false positive targets, we set the threshold for target alignment score to 4 so that only target genes that have alignment score no greater than 4 were retained as putative targets. A pair of miRNA and its putative target was considered anti-correlated if both the miRNA and the target were DE and the target was up or down-regulated in the opposite direction with respect to the miRNA expression change.

### GO function enrichment analysis

The Gene Ontology annotations of Cassava mRNAs were retrieved from Phytozome website v4.1 [64]. The statistical significance of GO annotation enrichment was measured by Fisher’s exact test. For each ontology category, the *p*-value was calculated as the probability under which we would observe at least *k* genes to have a given GO term, *t*, if we randomly selected *m* genes from the given *M* genes in the genome, where *n* genes were associated with term *t*. Given a term and a list of genes, *k* follows the hyper-geometric distribution. We also reported the False Discovery Rate (FDR) based on Benjamini-Hochberg multiple testing correction [65].

### Supporting data

The raw sequencing and processed data from this publication have been deposited into GEO database (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE52178.

## Abbreviations

CA: Chilling acclimation

CCA: Chilling stress after chilling acclimation

CS: Chilling shock

NC: Normal condition

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

WZ and MP initiated the project and designed the experiments; CZ carried out the chilling stress experiments and gene validation; JX, ZC and KZ processed sequencing data and performed the computational analyses; WZ, CZ, ZC and JX analyzed the results and wrote the paper; XC and WB isolated sequencing total RNAs; YZ, SS and DD performed 5′RACE experiment; XG and BW assayed physiological traits, JZ, HP, WW provided reagents. All authors have read and approved the manuscript for publication.

## Additional files

## Supplementary Material

Additional file 1: Table S1. Statistics of RNA-seq data (raw reads and reads mapped to the reference genome with one mismatches), expressed mRNAs and differentially expressed mRNAs from the normal condition (NC) and three chilling stress conditions (CA, CCA and CS). **Table S2.** Statistics of raw sequence reads from four small-RNA libraries from Cassava (A, B and C) under chilling stress and normal condition. (A) Statistics of raw reads. (B) Statistics of qualified reads mapped to coding and noncoding transcripts/regions with zero mismatches. (C) Statistics of qualified reads mapped to coding and noncoding transcripts/regions with no more than one mismatch. **Table S6.** Protein coding gene specific primers used in qRT-PCR assay. **Figure S1.** Sketch of chilling stress experiments for Cassava transcriptome and microRNAome profiling. **Figure S2.** Four physiological traits evaluated on leaves of Cassava plants among the three chilling stress treatments and the normal control. (A) Number of leaf falling. (B) Chlorophyll content. (C) Malondialdehyde content. (D) Proline content. **Figure S3.** Distributions of length and first nucleotide of sequencing reads in four Cassava small RNA libraries (A) All qualified reads. (B) Reads mappable to the genome with one mismatch. **Figure S4.** The expression heatmap of differentially expressed mRNAs and miRNAs. mRNAs and miRNAs were clustered using hierarchical clustering and are shown in the dendrograms. **Figure S5.** The anti-correlation relationship between 30 DE miRNAs and 48 mRNAs targets which reversed their expression directions from NC to CA and then to CCA. Click here for file

Additional file 2: Table S3. GO enrichment analysis on (A) the DE genes of pairwise comparisons, (B) detailed comparison of enriched pathways between CA vs NC and CS vs NC, and (C) the reversely DE genes from NC to CA and to CCA. Click here for file

Additional file 3: Table S4. 

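Table S4 gives for each of the 48 transcripts the upper-quartile normalized value in NC, CA and CCA beside its miRNAs. The listed values differ from the deposited ones by at most 4.83e-05, the size of rounding. A value in this unit is the number of reads of the transcript divided by the number of reads at the 75th percentile of its library, which was 58 in NC, 297 in CA and 85 in CCA. A value of 1 in each library thus rests on 58, 297 or 85 reads.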

A list of 48 DE miRNA-targeting mRNAs which have reversed the direction of fold change from CA vs. NC to CCA vs. CA. Click here for file

Additional file 4: Table S5. (A) Anti-correlated DE miRNAs and DE mRNAs in all six comparisons. The first column indicates the two conditions to be compared. (B) The potential miRNA targeting genes which are associated with the enriched pathways of six comparisons. “011977 m” is short for Cassava4.1_011977m, and the same abbreviation is applied to the other gene symbols. The “number” refers to the ratio of genes regulated by miRNA to the total number of genes in a given process. The green and blue shade emphasizes two genes which are DE in the same enriched pathway in two comparisons, the yellow shade emphasizes the gene which are differentially expressed in the same enriched pathway in four conditions comparison. Additional file 4: Table S6. Protein coding gene specific primers used in qRT-PCR assay. Click here for file

Additional file 5: Table S7. The two rounds of gene-specific primers (GSP1 and GSP2) used in 5′RACE experiment. Target gene “000210 m” is short for Cassava4.1_000210m, and the same abbreviation is applied to the other gene symbols. Click here for file

# Supplementary material for: Chilling acclimation provides immunity to stress by altering regulatory networks and inducing genes with protective functions in Cassava
**Source:** BMC Plant Biol. 2014 Aug 5;14:207. doi: 10.1186/s12870-014-0207-5
**Supplement:** Additional file 1: Table S1. — Statistics of RNA-seq data (raw reads and reads mapped to the reference genome with one mismatches), expressed mRNAs and differentially expressed mRNAs from the normal condition (NC) and three chilling stress conditions (CA, CCA and CS). Table S2. Statistics of raw sequence reads from four small-RNA libraries from Cassava (A, B and C) under chilling stress and normal condition. (A) Statistics of raw reads. (B) Statistics of qualified reads mapped to coding and noncoding transcripts/regions with zero mismatches. (C) Statistics of qualified reads mapped to coding and noncoding transcripts/regions with no more than one mismatch. Table S6. Protein coding gene specific primers used in qRT-PCR assay. Figure S1. Sketch of chilling stress experiments for Cassava transcriptome and microRNAome profiling. Figure S2. Four physiological traits evaluated on leaves of Cassava plants among the three chilling stress treatments and the normal control. (A) Number of leaf falling. (B) Chlorophyll content. (C) Malondialdehyde content. (D) Proline content. Figure S3. Distributions of length and first nucleotide of sequencing reads in four Cassava small RNA libraries (A) All qualified reads. (B) Reads mappable to the genome with one mismatch. Figure S4. The expression heatmap of differentially expressed mRNAs and miRNAs. mRNAs and miRNAs were clustered using hierarchical clustering and are shown in the dendrograms. Figure S5. The anti-correlation relationship between 30 DE miRNAs and 48 mRNAs targets which reversed their expression directions from NC to CA and then to CCA.

Supplemental Information for

**Chilling acclimation provides immunity to stress**

**by rewiring regulatory networks and inducing genes**

**with protective functions in cassava**

Changying Zeng, Zheng Chen, Jing Xia, Kevin Zhang, Xin Chen, Yufei Zhou, Weiping Bo, Shun Song, Deli Deng, Xin Guo, Bin Wang, Junfei Zhou, Hai Peng, Wenquan Wang, Ming Peng, and Weixiong Zhang

Table of Contents

[Supplemental Figures 3](#_Toc379555438)

[Supplemental Figure S1 3](#_Toc379555439)

[Supplemental Figure S2 4](#_Toc379555440)

[Supplemental Figure S3 5](#_Toc379555441)

[Supplemental Figure S4 6](#_Toc379555442)

[Supplemental Figure S5 7](#_Toc379555443)

[Supplemental Tables 8](#_Toc379555444)

[Supplemental Table S1 8](#_Toc379555445)

[Supplemental Table S2 9](#_Toc379555446)

[Supplemental Table S3 10](#_Toc379555449)

[Supplemental Table S4 10](#_Toc379555450)

[Supplemental Table S5 10](#_Toc379555451)

[Supplemental Table S6 11](#_Toc379555452)

[Supplemental Table S7 12](#_Toc379555453)

# Supplemental Figures

## Supplemental Figure S1

**Sketch of chilling stress experiments for cassava transcriptome and microRNAome profiling.** Plants grown under the normal condition of 24°C (NC, top right panel) were subjected to a temperature decrease of -2°C/h until reaching 14°C and then cultivated for 5 days, to reach a state of *chilling acclimation* (CA, lower left panel). The chilling acclimated plants were transferred further from 14°C to 4°C by -2°C/h and cultivated for another 5 days, to reach the state of *chilling* stressed after *chilling acclimation* (CCA, low right panel). In contrast, plants grown under the normal condition were first kept under 24°C for 5 days while the CA treatment was exerted on the other plants, and then were subjected to a dramatic temperature drop to 4°C with a gradient of -4°C/h to reach 4°C at the same time as CCA treatment, this treatment is called *chilling shock* (CS, lower middle panel). Supplemental images on leaves are inserted to show the effect of chilling stresses on the given plants.

**
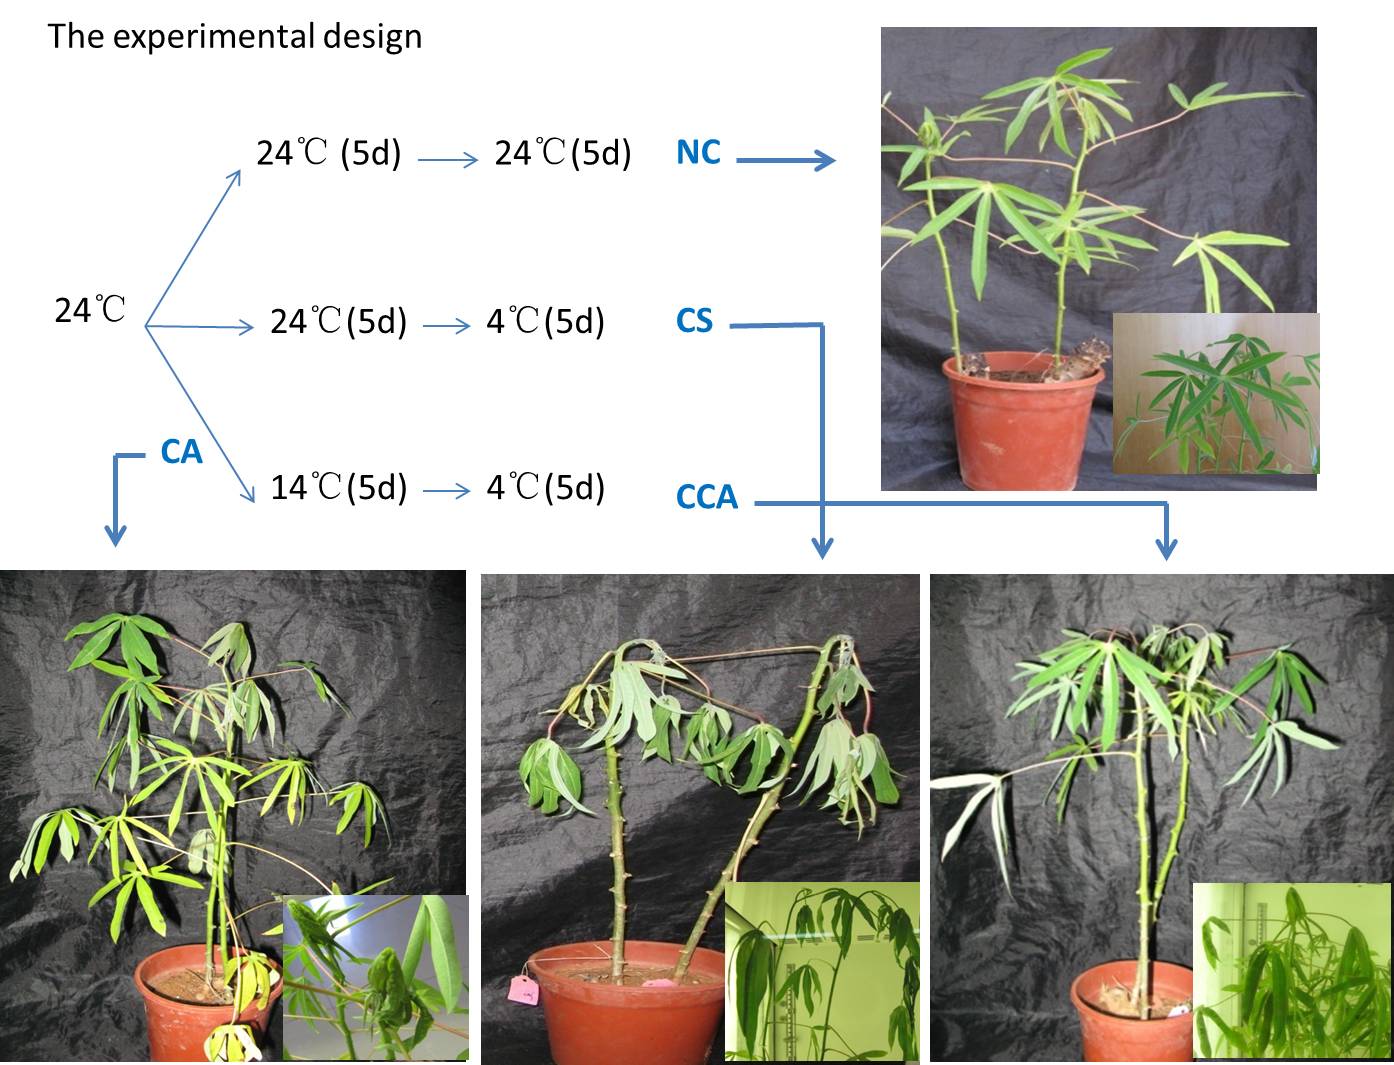
**

## Supplemental Figure S2

**Four physiological traits evaluated on leaves of cassava plants among the three chilling stress treatments and the normal control. (A)** The number of leaf falling. **(B)** Chlorophyll content. **(C)** Malondialdehyde content. **(D)** Proline content.

**
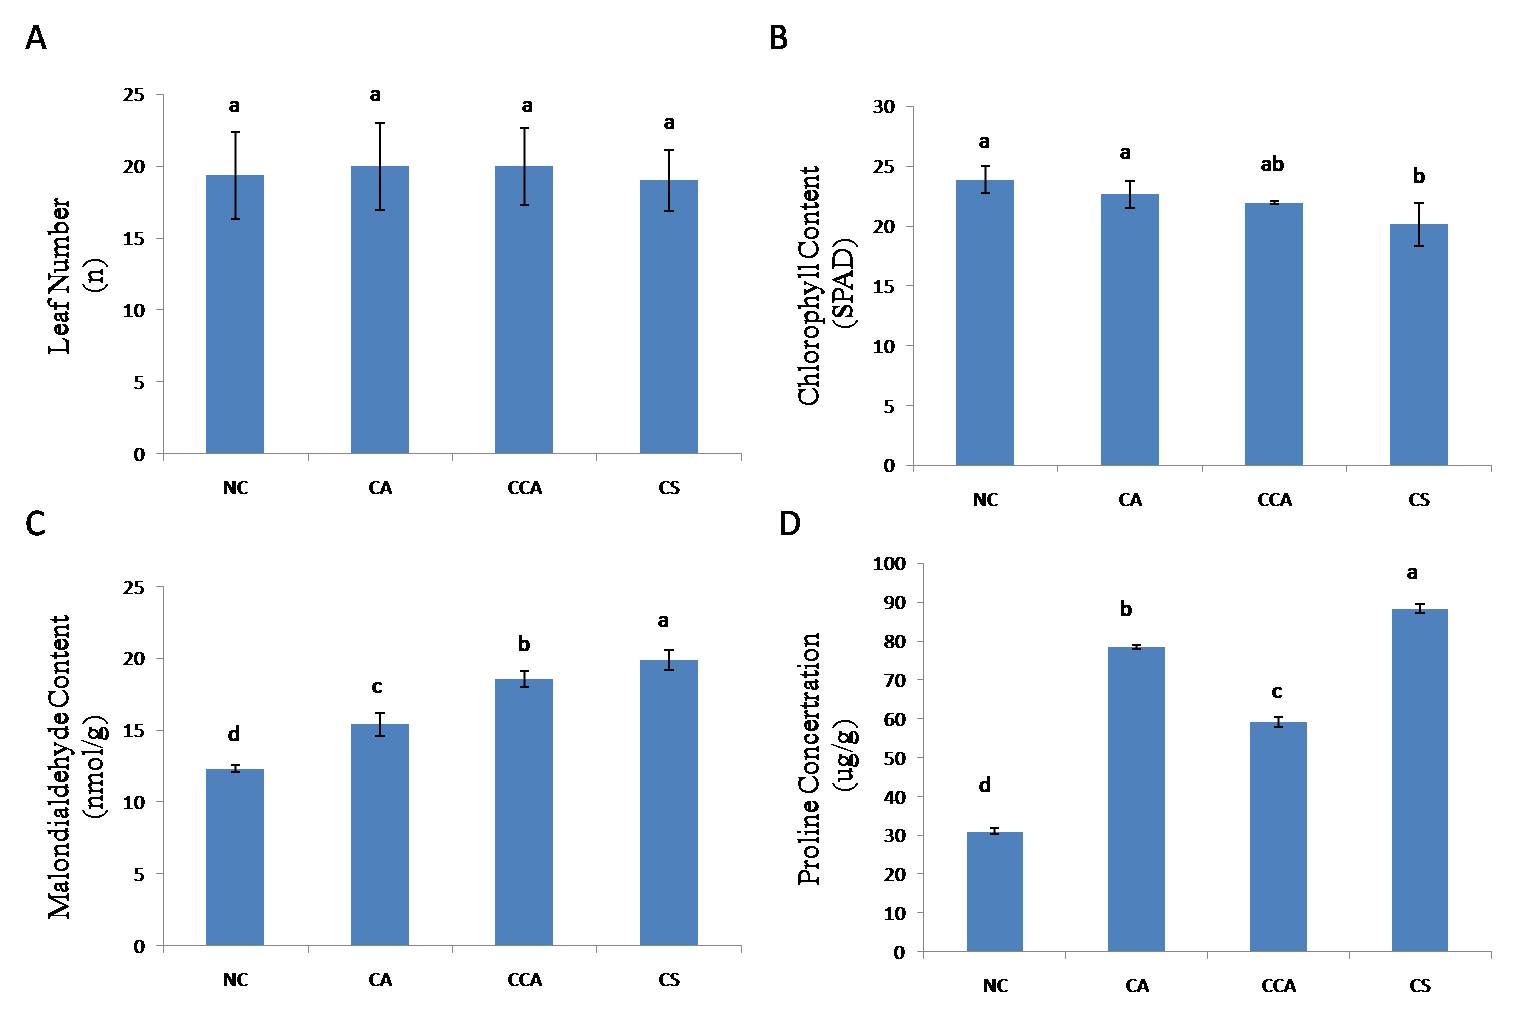
**

## Supplemental Figure S3

**Distributions of length and first nucleotide of sequencing reads in four cassava small RNA libraries**: normal control (NC), chilling acclimation (CA), chilling after chilling acclimation (CCA) and chilling shock (CS).

**(A)** All qualified reads

**(B)** Reads mappable to the genome with one mismatch

## Supplemental Figure S4

**The expression heatmap of differentially expressed mRNAs and miRNAs.** mRNAs and miRNAs were clustered using hierarchical clustering and are shown in the dendrograms.

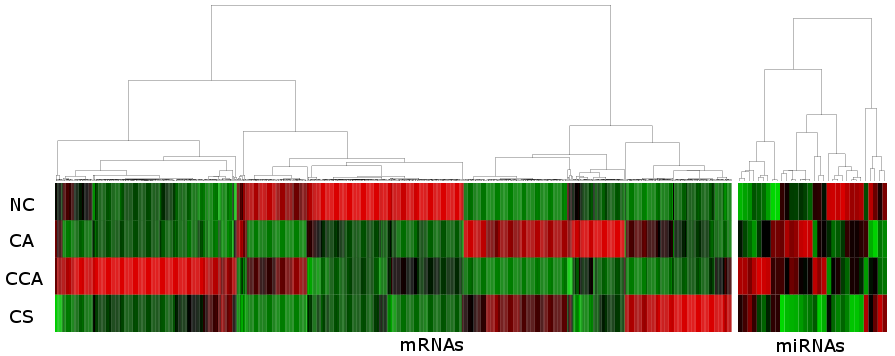

## Supplemental Figure S5

**The anti-correlation relationship between 30 DE miRNAs and 48 mRNAs targets which reversed their expression directions from NC to CA and then to CCA.** The diamonds indicate miRNAs and the circles indicate target mRNAs. An edge between a pair of miRNA and mRNA indicates their anti-correlation relationship. The relative fold-change of miRNAs and mRNA is color-coded, where green denotes down-regulation and red denotes up-regulation.

**
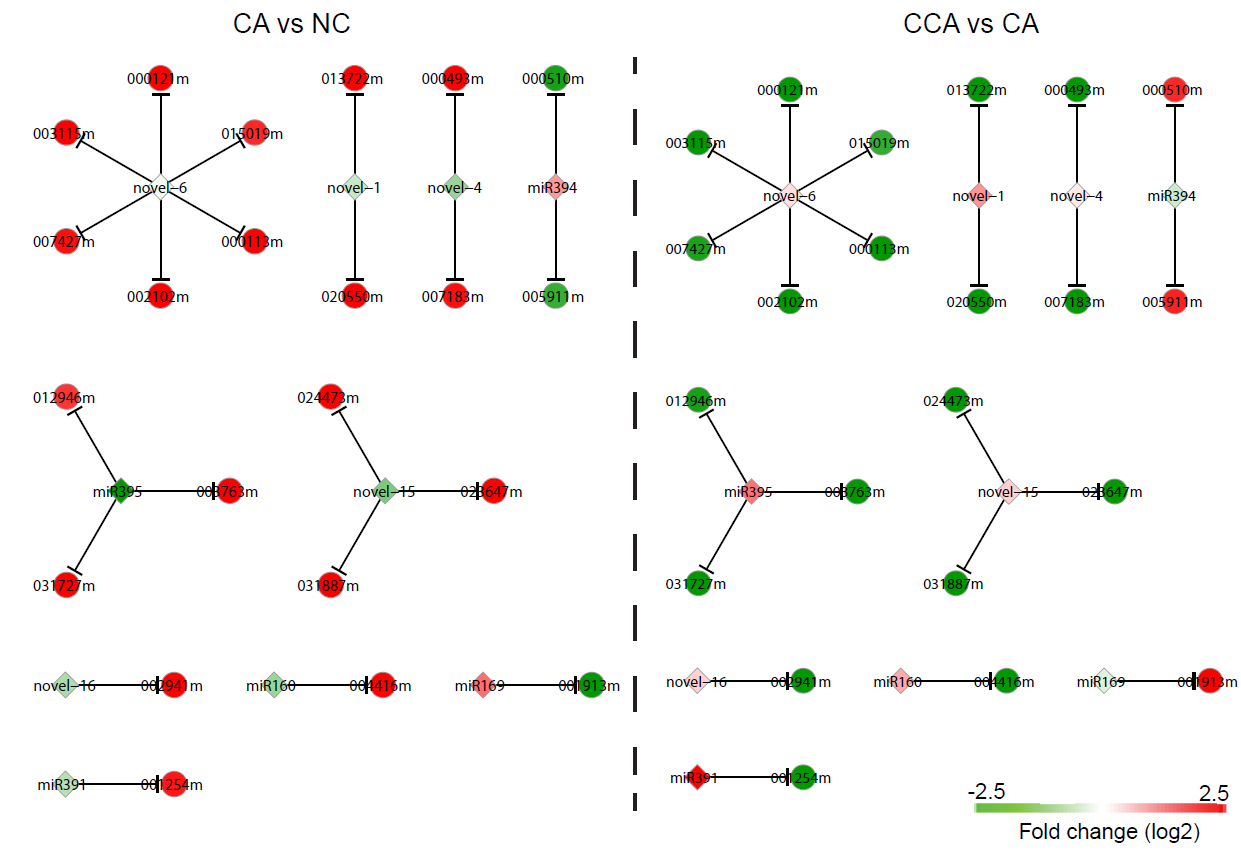
**

# Supplemental Tables

## Supplemental Table S1

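Reads recovered from the deposited values, which are the mapped reads of this table, were 3009158 for NC, 11573485 for CA, 3689185 for CCA and 10963401 for CS. The qualified reads listed were 3667388, 13532203, 4885269 and 13301727, which with the recovered reads gives mapped shares of 82.1%, 85.5%, 75.5% and 82.4%. Called from the deposited values, DE genes were 2855 in CA vs NC, 3297 in CS vs NC and 1082 in CCA vs NC.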

**Statistics of RNA-seq data (raw reads and reads mapped to the reference genome with one mismatches), expressed mRNAs and differentially expressed mRNAs from the normal condition (NC) and three chilling stress conditions (CA, CCA and CS).** The percentage of mapped reads was computed based on the number of qualified reads. The percentage of expressed genes was computed based on the number of 34,151 annotated genes in the reference genome.

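Values were deposited for 34133 transcripts. Taken as the total, they make the expressed transcripts 37.2% in NC, 46.9% in CA, 44.4% in CCA and 49.9% in CS. The threshold of CPM 10 stood for different numbers of reads, 30.1 in NC, 116 in CA, 36.9 in CCA and 110 in CS.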

|  | **NC** | | **CA** | | **CCA** | | **CS** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Category** | **#** | **%** | **#** | **%** | **#** | **%** | **#** | **%** |
| **Raw reads** | 3,825,392 | 100.00 | 13,968,212 | 100.00 | 5,109,859 | 100.00 | 13,828,602 | 100.00 |
| **Qualified reads** | 3,667,388 | 95.87 | 13,532,203 | 96.88 | 4,885,269 | 95.60 | 13,301,727 | 79.86 |
| **Reads mapped to genome** | 3,009,158 | 82.05 | 11,573,485 | 85.53 | 3,689,185 | 75.52 | 10,963,401 | 82.42 |
| **Expressed genes** | 12,689 | 37.16 | 16,023 | 46.92 | 15,144 | 44.34 | 17,026 | 49.85 |
| **DE genes compared to NC** | - | - | 2,855 | 8.36 | 1,083 | 3.17 | 3,298 | 9.66 |

## Supplemental Table S2

**Statistics of raw sequence reads from four small-RNA libraries from cassava (A, B and C) under chilling stress and normal condition.** NC: normal control; CA: chilling acclimation; CCA: chilling stress after chilling acclimation; and CS: chilling shock. Columns headed by # list numbers of raw reads.

**(A)** Statistics of raw reads

| **Condition** | **NC** | | **CA** | | **CCA** | | **CS** | | **Total** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Category** | **#** | **%** | **#** | **%** | **#** | **%** | **#** | **%** | **#** | **%** |
| **Raw reads** | 6670327 | 100.00 | 6391285 | 100.00 | 6616747 | 100.00 | 6015356 | 100.00 | **25693715** | **100.00** |
| **Low quality** | 6765 | 0.10 | 9274 | 0.15 | 12382 | 0.19 | 10893 | 0.18 | **39314** | **0.15** |
| **Short (<17nt)** | 46525 | 0.70 | 63470 | 0.99 | 109238 | 1.65 | 36922 | 0.61 | **256155** | **1.00** |
| **No adaptor** | 489374 | 7.34 | 486456 | 7.61 | 448166 | 6.77 | 505644 | 8.41 | **1929640** | **7.51** |
| **Qualified** | **6127663** | **91.86** | **5832085** | **91.25** | **6046961** | **91.39** | **5461897** | **90.80** | **23468606** | **91.34** |

**(B)** Statistics of qualified reads mapped to coding and noncoding transcripts/regions with zero mismatches

| **Condition** | **NC** | | **CA** | | **CCA** | | **CS** | | **Total** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Category** | **#** | **%** | **#** | **%** | **#** | **%** | **#** | **%** | **#** | **%** |
| **Qualified** | **6127663** | **100.00** | **5832085** | **100.00** | **6046961** | **100.00** | **5461897** | **100.00** | **23468606** | **100.00** |
| **Known miRNAs** | 248255 | 4.05 | 197933 | 3.39 | 233280 | 3.86 | 257574 | 4.72 | **937042** | **3.99** |
| **Novel miRNAs** | 67375 | 1.10 | 67685 | 1.16 | 59833 | 0.99 | 55438 | 1.01 | **250331** | **1.07** |
| **cDNA transcripts** | 403075 | 6.58 | 339017 | 5.81 | 389493 | 6.44 | 409180 | 7.49 | **1540765** | **6.57** |
| **Coding regions (CDS)** | 225230 | 3.68 | 205613 | 3.53 | 217012 | 3.59 | 187490 | 3.43 | **835345** | **3.56** |
| **Mappable to genome** | 3281322 | 53.55 | 3191998 | 54.73 | 3118155 | 51.57 | 2940468 | 53.84 | **12531943** | **53.40** |
| **Unmappable** | 2841858 | 46.38 | 2636091 | 45.20 | 2925144 | 48.37 | 2517705 | 46.10 | **10920798** | **46.53** |

**(C)** Statistics of qualified reads mapped to coding and noncoding transcripts/regions with no more than one mismatch

| **Condition** | **NC** | | **CA** | | **CCA** | | **CS** | | **Total** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Category** | **#** | **%** | **#** | **%** | **#** | **%** | **#** | **%** | **#** | **%** |
| **Qualified** | **6127663** | **100.00** | **5832085** | **100.00** | **6046961** | **100.00** | **5461897** | **100.00** | **23468606** | **100.00** |
| **Known miRNAs** | 395615 | 6.46 | 304271 | 5.22 | 344274 | 5.69 | 404868 | 7.41 | **1449028** | **6.17** |
| **Novel miRNAs** | 79214 | 1.29 | 78923 | 1.35 | 68877 | 1.14 | 63990 | 1.17 | **291004** | **1.24** |
| **cDNA transcripts** | 716292 | 11.69 | 630021 | 10.80 | 690702 | 11.42 | 670438 | 12.27 | **2707453** | **11.54** |
| **Coding regions (CDS)** | 444337 | 7.25 | 415906 | 7.13 | 433700 | 7.17 | 338155 | 6.19 | **1632098** | **6.95** |
| **Mappable to genome** | 4516405 | 73.71 | 4353388 | 74.65 | 4297538 | 71.07 | 4007043 | 73.36 | **17174374** | **73.18** |
| **Unmappable** | 1606938 | 26.22 | 1474880 | 25.29 | 1745849 | 28.87 | 1451316 | 26.57 | **6278983** | **26.75** |

## Supplemental Table S3

**(See Supplemental Table S3.xlsx)**

## Supplemental Table S4

**(See Supplemental Table S4.xlsx)**

## Supplemental Table S5

**(See Supplemental Table S5.xlsx)**

## Supplemental Table S6

**Protein coding gene specific primers used in qRT-PCR assay.**

| Significant enriched biological process | Gene | Forward primer | Reverse primer | PCR product length | Annotation |
| --- | --- | --- | --- | --- | --- |
| Translation | cassava4.1_017802m | TTCTGGGTTTTTGTTTAAGGTCC | AGCAAAGCATTATCCAACAACG | 109 | Ribosomal protein L11 family protein |
|  | cassava4.1_018150m | CAGGCGGTGACTGATCGTAT | ACGTCAAAACGGAAATTGACCA | 181 | ubiquitin 6 |
|  | cassava4.1_019383m | CCTCCAGAGGGATTGAAGGG | ACCTCTGCCATGCTTAGACAC | 291 | Ribosomal protein L31e family protein |
|  | cassava4.1_020116m | GTAGAGGTCATTGTGGGCAGA | TGTGAATAACAACCATCAAACAATG | 169 | Zinc-binding ribosomal protein family protein |
| Nutrient reservoir | cassava4.1_015731m | TGCCTCAGCTTCTGACCCTA | GGGTGAATGTGGGGAGGATT | 288 | RmlC-like cupins superfamily protein |
|  | cassava4.1_029709m | TGACTTTGAAGCAAACGGCG | CAATGCAGCTAGTGCAACCG | 229 | RmlC-like cupins superfamily protein |
| Viral Reproduction | cassava4.1_000174m | CTGAACATGGGCAGGGAGAAT | CCATTGGGCTTCAACGTCTC | 209 |  |
|  | cassava4.1_003690m | GAGCTGGCTCCTCAGAAGTG | ATACTCTGCTTGGGCGCTTT | 201 | ROP interactive partner 3 |

## Supplemental Table S7

**(See Supplemental Table S7.xlsx)**

How the deposited data were processed for this re-analysis (not part of the article)

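The data were 4 mRNA tag libraries of cassava SC124, 1 each for NC, CA, CCA and CS, from pooled RNA of folded leaf, fully expanded leaf and roots at 6 h, 24 h and 5 d. With 1 library per condition there are no replicates, and no p-value across genes is given. The paper's harvest times and temperatures were used. The sample labels differ from them: their growth protocol gives the NC harvests as 0 d, 5 d and 10 d. They also give 25°C as the starting temperature of CS. Which is right could not be checked.

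The authors removed low-quality reads and adaptors, mapped the tags with Bowtie allowing 1 mismatch, and deposited for each transcript a CPM value, which is its reads scaled to the mapped reads of the library. The authors also deposited an upper-quartile normalized ratio, which is the reads of the transcript divided by the reads at the 75th percentile of all 34133 transcripts. Whole reads were recovered from the 2 units together, and 100% of the recovered values were whole numbers within rounding. The paper states that values under CPM 10 were set to 0, while the deposited values keep them. How tags that match more than 1 transcript were counted is not stated in the paper's text, and this step is already in the deposited values.

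From these values, a transcript was called expressed at a CPM of at least 10. A transcript was called DE by the paper's 2 criteria: an upper-quartile ratio of at least 4-fold with both libraries expressed, or a CPM under 10 in one library and over 40 in the other. All 6 pairs of libraries were compared. Reversed genes were those DE in CA vs NC and DE with the opposite direction in CCA vs CA. Separating transcripts were those whose upper-quartile values in 2 libraries were all at least 4-fold above the values in the other 2, with a CPM of at least 10 in both of the higher libraries, for the 3 ways of pairing 4 libraries. Similarity of the libraries was computed as Pearson's r of log2(CPM + 1) and as Spearman's rho across transcripts. Two-sided Fisher's exact tests on the reads of pairs of libraries, with Benjamini-Hochberg adjustment, compare those libraries, not the conditions.

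The depth was 3009158 reads in NC, 11573485 in CA, 3689185 in CCA and 10963401 in CS. The floor, 3 reads, was a CPM of 0.997, 0.259, 0.813 and 0.274 in the same order. Shares have 95% Wilson intervals, and ratios have limits from 95% Clopper-Pearson intervals of the split of reads between 2 libraries. These cover counting error only, and can be too narrow even for that because PCR reads are not independent.

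The transcripts named in the text are those the paper names in its text, Table 1, Figure 2 and Figure 5, those of the viral reproduction lists of Table S3, and the 2 with the largest rise and the 2 with the largest fall in CA vs NC and in CCA vs NC among transcripts with a CPM of at least 10 in both libraries. This rule was written before the data were examined. The most abundant transcript of NC is among them, and 2 transcripts with opposite directions in CCA and CS are named outside the rule. Transcript names are those of the cassava4.1 annotation, and gene names come from the paper and its tables, since 0 of the names matched the RefSeq gene table at hand. No coordinates were used. For the gene lists of Table S3 whose median log2 ratio is given in the text, all names could be read, and the median was placed among 10000 random lists of the same size, drawn from the DE genes of its set and matched on mean expression in 10 bins. Random lists of DE genes mix up- and down-regulated genes, so the percentile hardly measures how many genes of a list share a direction. Other lists that could be read were not given a percentile in the text. For lists that stop at 21 names, only the directions of those names are given. The GO enrichment was not computed again because GO annotation was not used here. Small RNA, physiology and qRT-PCR measurements were not analysed here.

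The alternatives were CPM in place of upper-quartile values, median-of-ratios scaling, other CPM thresholds (5 and 20, or 20 and 80), the first criterion alone, a 2-fold change with over-expression at a CPM over 20, an 8-fold change with over-expression at a CPM over 80, no filter with a pseudocount of 1 or 10, reads thinned to the smallest depth (20 draws), and calls kept only with Fisher's exact test. Fisher's exact test alone and the linear fold of the transcripts in Figure 2C were added after seeing the data. The calls were tested on simulated data in which 200 transcripts changed 8-fold. These had a mean CPM of at least 80, and read sampling was the only noise. All of them (100%) were called in the right direction and 0 unchanged transcripts were called. With such reads and such a change this was nearly certain, so it checks the code and not the calls near the thresholds. Fisher's exact test passed 100% of the changed and 2.67% of the unchanged transcripts. The unchanged transcripts far outnumbered the changed ones, so a count from Fisher's exact test alone can hold many unchanged transcripts. A list of simulated rises was at percentile 100 and a random list at percentile 43.6.

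The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.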

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

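For both patterns in this part, the tests were written before their results were seen.

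In CCA vs NC and CS vs NC, 11 transcripts were DE in opposite directions, although both treatments ended at 4°C. Figure 3A of the paper shows these genes by number, and its text does not discuss them. With 1 library per condition, the difference between the treatments was not tested with replicates. Of the 11, 8 were up-regulated in CCA and down-regulated in CS, and 3 were the reverse. Transcript cassava4.1_010849m had a CPM of 152 in NC, 4.06 in CA, 1151 in CCA and 6.66 in CS, with log2 ratios of 2.66 in CCA and -4.99 in CS. Transcript cassava4.1_009663m had a CPM of 74.8, 3384, 14.9 and 2334 in the same order, with log2 ratios of -2.58 and 4.49. If the different depths were the cause, thinning to the smallest depth should have lowered their number, and 10.6 such transcripts were counted on average. The count does not show that they were the same 11. In NC, which thinning leaves unchanged, the 11 had 129 to 458 reads. Thinning could thus hardly have removed them and shows only that the number holds at equal depth. Libraries drawn from 1 shared profile held 0, but the criteria for DE ask for so many reads that counting noise alone could hardly have met them, so this draw adds nothing to the criteria. A difference in library preparation or sequencing between the libraries was not tested for this pattern. In all 11 the CA library was on the same side of NC as CS, and CCA was on the other side. CCA had an acclimation step and CS did not. With 1 library each, these mRNA values alone cannot tell its effect from such a difference or from an exchange of the CA and CCA libraries.

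The criteria for DE leave out transcripts under CPM 10 in both libraries. Of the 15441 transcripts under CPM 10 in NC and in CA, 3632 had a ratio of at least 4-fold together with an adjusted p under 0.05 in a two-sided Fisher's exact test on the reads, which compares those 2 libraries and not the conditions. The paper treats values under CPM 10 as noise and makes no DE calls between them. Of these, 2505 (69.0%) were higher in CA and 1127 were higher in NC. Their median was 2 reads in NC and 36 in CA, and 880 had 0 reads in NC. Libraries drawn from 1 shared profile at the real depths held 0 such transcripts (mean of 3 draws). Since Fisher's exact test was part of how the 3632 were chosen, this restates the choice and is no separate test of counting noise. In 31.2% of the 3632, the values of CA and CS were all at least 4-fold above, or all at least 4-fold below, those of NC and CCA in the same direction, counted without a threshold on CPM. With 1 library per condition, a difference between preparations or sequencing runs that follows these pairs cannot be told apart from the treatment, so no explanation was singled out.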

How the results depend on the processing

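The alternatives were chosen before the data were examined, except Fisher's exact test alone and the linear fold, which were chosen after seeing the data. No paired analysis was possible because each condition has 1 library. Of the counts computed under an alternative, 63 stayed within 1.5 times of the reported count, including those with Fisher's exact test required on top of the criteria, and 65 did not. The cause was not tested for any of the changes below.

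With a CPM of at least 20, the expressed transcripts numbered 8243 in NC, 10459 in CA, 9588 in CCA and 10809 in CS.

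In the order CA vs NC, CS vs NC, CCA vs NC, CS vs CA, CCA vs CA and CS vs CCA, the DE genes numbered 8470, 9201, 4289, 2391, 8708 and 8608 with a 2-fold change, and 834, 1015, 301, 47, 963 and 829 with an 8-fold change. Together with the fold, these alternatives changed the CPM over 40 of the second criterion to over 20 and over 80. With CPM thresholds of 20 and 80 they numbered 1577, 1846, 684, 199, 1703 and 1562. With no filter and a pseudocount of 1 they numbered 7310, 8482, 2377, 555, 6486 and 6073. With Fisher's exact test alone they numbered 21687, 23198, 12224, 18475, 22354 and 22446. With CPM thresholds of 5 and 20, CA vs NC had 4646, CS vs NC 5262, CCA vs CA 4728 and CS vs CCA 4347. With the first criterion alone, CA vs NC had 1322, CS vs NC 1562, CCA vs NC 679, CCA vs CA 1483 and CS vs CCA 1364. With no filter and a pseudocount of 10, CCA vs NC had 696 and CS vs CA 161.

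Genes DE in both CA and CS with the same direction, reversed genes, and genes shared by CCA and CS numbered 6892, 5905 and 2376 with a 2-fold change, 642, 477 and 76 with an 8-fold change, 1194, 933 and 275 with thresholds of 20 and 80, 858, 599 and 231 with the first criterion alone, and 5790, 4135 and 1084 with no filter and a pseudocount of 1. With thresholds of 5 and 20 the first 2 were 3597 and 2959. With a pseudocount of 10 the shared genes of CCA and CS were 233. Opposite directions in CA and CS were found for 10 genes with a 2-fold change and 1 with a pseudocount of 1.

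In the order NC and CA, NC and CCA, NC and CS, CA and CCA, CA and CS, CCA and CS, Pearson's r was 0.650, 0.852, 0.603, 0.622, 0.924 and 0.642 with log2(CPM + 10), and 0.415, 0.800, 0.345, 0.343, 0.882 and 0.365 for transcripts with a CPM of at least 10 in any library. After thinning, CA and CS had 0.914 and CCA and CS 0.650. CA and CS stayed the closest pair and NC and CCA the second under these settings.

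Median log2 ratios of gene lists kept their sign. The photosynthesis list of CA vs NC had -1.88 with a pseudocount of 10. The common photosynthesis list had -2.23 in CA with CPM, -2.20 with a pseudocount of 1 and -2.12 with 10, and -3.38 in CS with 10. The CS-specific list had -2.11 with CPM, -2.21 with median-of-ratios scaling, -2.09 with a pseudocount of 1 and -1.97 with 10. The reversed superoxide list had -2.20 and -1.55 in CA vs NC with pseudocounts of 1 and 10, and 1.82 in CCA vs CA with 10.

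Of 300 values of the 75 log2 ratios of single transcripts under the alternatives chosen in advance, 296 kept their direction and 96 lay outside the counting limits of the reported value. The 4 that did not keep it were those of cassava4.1_015731m in CS vs NC, whose limits span 0. All 8 linear folds differ from the log2 values, being another scale.

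The order CS, CA, CCA in the number of DE genes held under the 10 other alternatives and with Fisher's exact test alone. Requiring Fisher's exact test on top of the criteria left the numbers the same in all 6 comparisons, as the criteria already ask for enough reads to pass it, so this shows no stability. With Fisher's exact test alone, CA had 1.77 and CS 1.90 times the DE genes of CCA, and CS vs CCA and CCA vs CA each had 1.21 times those of CS vs CA. The number passing this test depends on depth, and it was not run at equal depth, so these ratios also carry the depths. Depth limits transcripts with few reads in NC and CCA: CPM 10 stood for 30.1 and 36.9 reads there, against 116 in CA and 110 in CS.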

Differences from the paper's values

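Among the log2 ratios compared with bars of Figure 2, the 8 that differ are those of the 4 transcripts in Figure 2C. The bars were read by eye with an error of 0.5. Other differences follow below. For cassava4.1_015731m the log2 ratio in CS vs NC was -0.068 against the paper's about -1.0 in Figure 2C, and in CCA vs NC it was 2.21 against the paper's about 4.6 in Figure 2C. For cassava4.1_029709m it was -2.83 in CS against the paper's about 0.7 in Figure 2C, and 2.13 in CCA against the paper's about 4.4 in Figure 2C. For cassava4.1_000174m it was 2.55 in CS against the paper's about 5.9 in Figure 2C, and 0.68 in CCA against the paper's about 1.5 in Figure 2C. For cassava4.1_003690m it was -2.34 in CS against the paper's about -6.6 in Figure 2C, and 0.24 in CCA against the paper's about -1.4 in Figure 2C. None of the alternatives set before the data were examined closed any of the 8 gaps. A linear fold, with minus its inverse for decreases, was chosen after seeing the values and reached the paper's in 5 of them: -1.05 and 4.62 for cassava4.1_015731m, 4.38 in CCA for cassava4.1_029709m, and 5.87 and 1.60 for cassava4.1_000174m. It did not for cassava4.1_029709m in CS, at -7.13, or for cassava4.1_003690m, at -5.05 in CS and 1.18 in CCA.

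The paper states that both cupin transcripts were at normal levels in CS. Here cassava4.1_029709m had a log2 ratio of -2.83 in CS vs NC, with a CPM under 10 in both libraries. The paper gives the fold decrease of both down-regulated viral reproduction genes as a single range for CA and CS. Here the decrease was 3.94-fold for cassava4.1_003690m in CA, below the criterion for DE, and 6.56-fold for cassava4.1_002663m in CS.

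The discussion gives a share of reversed genes above the one found here, which was 63.1%. With CPM in place of the upper-quartile values it was 65.5%, and with a 2-fold change 69.7%; the other alternatives gave less than the paper's share. Table S1 lists 1 DE gene more than the text for CCA vs NC and for CS vs NC, and here the numbers were 1082 and 3297. Table S1 prints a lower qualified share for CS than the 96.2% its own read numbers give. The paper gives a lower bound for the mapped share that the CCA library, at 75.5%, did not reach, while all 4 libraries together, at 82.6%, did. In Figure 2A a finite ratio is shown for ribosomal protein L11 in CA vs NC, and here cassava4.1_017802m had 0 reads in NC, so no ratio could be computed. Of the 35 combinations of transcript and comparison in Table 1, 20 did not meet the criteria for DE of mRNA.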

Other observations

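Of the tests in this part, those on a batch that follows the depths, on temperature at harvest, on exchanged libraries and on CS in place of CA were chosen only after the result was seen.

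The 4 libraries fell into the pairs NC with CCA and CA with CS. In 2925 transcripts the values of one pair were all at least 4-fold above those of the other, with a CPM of at least 10 in the higher pair, 1131 higher in NC and CCA and 1794 higher in CA and CS. The other pairings gave 106 transcripts for CCA and CS against NC and CA, and 2 for CA and CCA against NC and CS. Thinning every library to the smallest depth left 2893 such transcripts (mean of 20 draws), against 113 and 2.15 for the other pairings. Libraries drawn from 1 shared profile held 0, which the ratio of 4-fold at a CPM of at least 10 makes nearly certain, so this is no separate test of counting noise. Leaving out the 100 most abundant transcripts of each library, 246 in all, gave 3062. CPM in place of the upper-quartile values gave 3050. Counting 1 transcript of each run of near-identical neighbours, which dropped 462, gave 2896. That check covers only neighbours in the annotation, so shared reads are not excluded. Thinning, leaving out abundant transcripts and CPM moved the number by less than 1.5 times. Only 246 transcripts were left out, and CPM changes every ratio between 2 libraries by the same factor, so neither check had much room to move the number. They show only that the number holds without those transcripts and with CPM. With a ratio of 4-fold at a CPM of at least 10, thinning could hardly have moved the number. It shows only that the number holds at equal depth. The 106 transcripts separating both libraries of 4°C from NC and CA are among the counts that define the pairs, so they are no separate test of temperature at harvest.

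A batch cannot be told apart from the treatments. The depths fell in the same pairs: the smaller of CA and CS was 2.97 times the larger of NC and CCA, while the depths within the pairs differed by 1.06 and 1.23 times. This could come from libraries prepared or sequenced together, and 1 library per condition cannot separate such a batch from the treatments. The paper also reports reversed miRNAs from its separate small RNA libraries, which were not analysed here.

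From the mRNA values alone, an exchange of the CA and CCA libraries also cannot be told apart from the reported conditions. With these names exchanged, the 2925 transcripts would separate both libraries of 4°C from NC and CA, and the pairs would follow the temperatures. The transcripts separating CA and CCA from NC and CS, 2 in number, stay the same with or without the exchange and so do not test it. No transcript in these data marks which plants a library came from. The paper reports qRT-PCR with the same directions for 4 reversed genes. It also reports that qRT-PCR bore out the patterns of the 4 transcripts of Figure 2C in CCA and CS. None of these measurements were analysed here. With the names exchanged, the libraries would give the 4 reversed genes the opposite direction in CCA vs CA. The reported qRT-PCR thus argues against exchanged libraries for those 4 genes, but not against exchanged RNA or plants.

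The reversal of 1801 genes from CA vs NC to CCA vs CA was counted in 2 further ways. Dividing the CA reads at random into 2 parts, 1 for each ratio, gave 1762 reversed genes (mean of 20 draws). At the depth of CA the criteria leave so little room for counting error that this is no separate test of it. Any other deviation of the CA library stays in both parts. With CS in place of CA, 1857 genes were reversed, 1141 up and then down and 716 down and then up, although no plants passed from CS to CCA. Of the 1801 reversed genes, 1289 (71.6%) were also reversed with CS. The number of reversed genes may thus follow from the distance between the pairs of libraries, whichever library stands for CA, and the 1857 is consistent with that reading. It is also what the paper's reading gives, if CCA plants returned toward NC and CA and CS plants responded alike, and the data cannot separate these.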
